# Co-Treatment With Verapamil and Curcumin Attenuates the Behavioral Alterations Observed in Williams–Beuren Syndrome Mice by Regulation of MAPK Pathway and Microglia Overexpression

**DOI:** 10.3389/fphar.2021.670785

**Published:** 2021-08-03

**Authors:** Paula Ortiz-Romero, Alejandro González-Simón, Gustavo Egea, Luis A. Pérez-Jurado, Victoria Campuzano

**Keywords:** Williams–Beuren syndrome, curcumin, verapamil, mice, activated glia, behavior

## Abstract

Williams–Beuren syndrome (WBS) is a rare neurodevelopmental disorder characterized by a distinctive cognitive phenotype for which there are currently no effective treatments. We investigated the progression of behavioral deficits present in WBS complete deletion (CD) mice, after chronic treatment with curcumin, verapamil, and a combination of both. These compounds have been proven to have beneficial effects over different cognitive aspects of various murine models and, thus, may have neuroprotective effects in WBS. Treatment was administered orally dissolved in drinking water. A set of behavioral tests demonstrated the efficiency of combinatorial treatment. Some histological and molecular analyses were performed to analyze the effects of treatment and its underlying mechanism. CD mice showed an increased density of activated microglia in the motor cortex and CA1 hippocampal region, which was prevented by co-treatment. Behavioral improvement correlated with the molecular recovery of several affected pathways regarding MAPK signaling, in tight relation to the control of synaptic transmission, and inflammation. Therefore, the results show that co-treatment prevented behavioral deficits by recovering altered gene expression in the cortex of CD mice and reducing activated microglia. These findings unravel the mechanisms underlying the beneficial effects of this novel treatment on behavioral deficits observed in CD mice and suggest that the combination of curcumin and verapamil could be a potential candidate to treat the cognitive impairments in WBS patients.

## Introduction

Williams–Beuren syndrome (WBS, OMIM 194050) is a rare neurodevelopmental disorder with an estimated prevalence of 1 in 7,500–20,000 newborns that is caused by the heterozygous deletion of 26–28 contiguous genes (1.55–1.83 Mb) on chromosome 7q11.23 (Strømme et al., 2002; Bayés et al., 2003). Together with some cardiovascular features, WBS individuals present mild to moderate intellectual disability, with a mean intelligence quotient (IQ) that ranges between 50 and 60 (Martens et al., 2008). They present a unique cognitive phenotype that includes severe deficits in visuospatial construction and increased sociability, together with preserved linguistic abilities (Bellugi et al., 2000; Doyle et al., 2004). Given the complexity of the cognitive profile of WBS patients, they often require assistance of a mental health professional. However, pharmacological intervention is usually inaccurate and only targeted to treat anxiety (Green et al., 2012; Martens et al., 2012). For this reason, it is interesting to study any potential treatment that might improve the cognitive impairments observed in WBS.

The complete deletion (CD) mouse model presents a cognitive phenotype very similar to that seen in humans with WBS (Segura-Puimedon et al., 2014) and has been used to define possible therapeutic interventions (Borralleras et al., 2015; Ortiz-Romero et al., 2018). The cognitive characterization of this animal model has shown impairments in motor coordination, anxiety-like behavior, and hypersociability (Segura-Puimedon et al., 2014). Moreover, histological analyses of the brain have revealed disorganization in certain brain areas as well as an abnormal morphology of dendritic spines (Borralleras et al., 2015; Ortiz-Romero et al., 2018).

In the last years, the study of the therapeutic effects of natural phenols has gained attention. Accumulated evidence has described that curcumin, the major constituent of turmeric (*Curcuma longa*), exerts a variety of pharmacological effects due to its antioxidant, anti-inflammatory, and neuroprotective properties (Hay et al., 2019). Recent studies have reported positive effects of curcumin over different cognitive aspects such as anxiety-like behaviors, memory deficits, and motor impairments of different murine models (Spinelli et al., 2015; Aubry et al., 2019; Sanei and Saberi-Demneh, 2019). Many studies have described that its effects on the behavioral phenotype of mice models are mediated by upregulation of BDNF (brain-derived neurotrophic factor) expression (Zhang et al., 2012; Franco-Robles et al., 2014; Nam et al., 2014). BDNF has been described as a crucial molecule for neural development and plasticity processes (von Bohlen und Halbach, 2018), and its mechanism of action is highly dependent on a proper maintenance of intracellular ionic homeostasis (Li et al., 1999; Numakawa et al., 2001). Moreover, it has also been described to prevent neuroinflammation by modulating pathways related to NRF2 and MAPK signaling (Jin et al., 2018).

Verapamil is a widely used medication, and its mechanism of action involves mainly the blocking of voltage-dependent calcium channels (Elliott and Ram, 2011), but it has also been proven to directly bind and block voltage-gated potassium channels (Ko et al., 2010) and to inhibit drug efflux pump proteins like P-glycoprotein (Bellamy, 1996). Although it has been mainly studied for cardiovascular applications, it has also been associated with positive effects on anxiety and memory processing in murine models (Quartermain and Garcia DeSoria, 2001; Biala and Kruk, 2008).

Given the properties of both compounds, we decided to explore the effects of each compound and a combinatorial treatment on the behavioral phenotype of CD mice. The results show that only the combined treatment with curcumin and verapamil improved the deficits. This improvement can be correlated with the normalization of the MAPK and inflammasome signaling pathways and with the concomitant reduction of activated microglia.

## Materials and Methods

### Ethics Statement

The local Committee of Ethical Animal Experimentation (CEEA-PRBB Protocol Number: VCU-17-0021; University of Barcelona Protocol Number: Campuzano-153.19) and Generalitat de Catalunya (Protocol Number: DAAM-9494) approved all animal procedures in accordance with the guidelines of the European Commission Directive 86/609/EEC. The PRBB has Animal Welfare Assurance (#A5388-01, Institutional Animal Care and Use Committee approval date 05/08/2009), granted by the Office of Laboratory Animal Welfare (OLAW) of the US National Institutes of Health.

### Animals’ Maintenance

CD mice, a WBS murine model that carries a 1.3 Mb heterozygous deletion harboring from *Gtf2i* to *Fkbp6*, were obtained as previously described (Segura-Puimedon et al., 2014). CD mice were crossed with Thy1-YFP transgenic mice (B6.Cg-Tg(Thy1-YFPH)2Jrs/J, The Jackson Laboratory) (Feng et al., 2000) to label pyramidal neurons. All mice were maintained on 97% C57BL/6J background. Genomic DNA was extracted from mouse ear punch to perform genotyping using MLPA/PCR and appropriate primers, as previously described (Borralleras et al., 2015). Animals were housed under standard conditions in a 12 h dark/light cycle with access to food and water/treatment *ad libitum*. We used four groups of treatment (vehicle (VEH), verapamil (VER), curcumin (CUR), and combined (VERCUR)) per genotype (WT and CD) in male mice, with n = 7–11 in all groups.

### Treatment Administration and Intake

Considering that the higher dose of VER used in human patients is 480 mg/day, we established an approximately equivalent dose of 7 mg/kg/day for our treatment (considering average mouse weight 25 g). VER was dissolved in drinking water and kept at -21°C until its use. CUR was administered at a dose of 60 mg/kg/day as previously reported (Babu et al., 2015). It was freshly prepared once per week, from a curcumin extract (Super Bio-Curcumin^®^, from Life Extension^®^, United States, total curcuminoid complex with essential oils of turmeric rhizome by HPLC (400 mg)) dissolved in drinking water with 1% DMSO.

The VEH control group consisted of WT and CD mice drinking water with 1% DMSO. Experimental groups consisted of 1) WT and CD mice treated with VER only, 2) WT and CD mice treated with CUR only, and 3) WT and CD mice treated with both compounds (VERCUR).

Respective treatments were started at 8–9 weeks old. All animals received their treatments for 5 weeks before starting the behavioral tests, and it was maintained for the whole duration of these procedures until sacrifice at 13–14 weeks old. The amount of drink per cage was quantified and normalized to the number of animals per cage (2–4) and to the time between each change (48–60 h). Consumption was not significantly different between groups (F_2.005,30.08_ = 0.4796, *p* = 0.6242) (Supplementary Figure 1A). Daily intake was not significantly different among groups (F_3,41_ = 0.9419, *p* = 0.4292). A significant effect of genotype is observed because CD mice drink less regardless of treatment (F_1,41_ = 8.402, *p* = 0.006) (Supplementary Figure 1B).

None of the treatments changed the reduced body weight presented by CD mice compared to WT mice (effect of genotype F_1,84_ = 146.4, *p* < 0.0001) (Supplementary Figure 1C).

### Behavioral Tests

To evaluate the therapeutic potential of treatments, we have chosen behavioral tests that have revealed altered phenotypes in CD mice based on previous data (Segura-Puimedon et al., 2014; Borralleras et al., 2015). These phenotypes include motor coordination deficits (rotarod test), hypersociability (the direct social interaction test for social habituation), and altered naturally occurring behaviors (marble-burying test). All the experiments were performed during the light phase of the dark/light cycle by researchers blind to the different experimental groups. There was a constant illumination of about <10 lux. All the apparatuses were cleaned after each mouse.

#### Social Interaction Test

The social interaction test was conducted in an open field as previously described (Borralleras et al., 2015). Briefly, an empty wire cup container was placed in the center of the arena, and each individual mouse was allowed to freely explore the arena for 5 min. During this time, the amount of time sniffing the empty container was measured. After this, a stimulus mouse (WT, age and sex matched to the experimental mice) was placed in the container, and again, the amount of time nose-to-nose sniffing the stimulus mouse was measured during that 5 min. The time spent exploring each situation (empty and social stimuli) during the test session was computed to calculate a preference score. A higher preference score is considered to reflect greater social interest. To avoid tiredness, different stimulus mice were used (each stimulus mouse was used no more than twice a day with an interval of at least 60 min).

#### Marble-Burying Test

The marble-burying test was conducted as previously described (Ortiz-Romero et al., 2018). Briefly, a polycarbonate rat cage was filled with 5 cm depth of bedding and lightly tamped down. A regular pattern of 20 glass marbles (five rows of four marbles) was placed on the surface of the bedding prior to each test. Animals were tested individually, and the number of buried marbles (considered buried when >2/3 of the marble was covered) was counted after 20 min.

#### Rotarod Test

The rotarod test was performed as previously described (Borralleras et al., 2015). Briefly, the test was conducted using a Rotarod LE8500 apparatus (Panlab, Harvard Apparatus). First, a period of training was performed in which animals were trained until they could stay on the rod for 120 s at the minimum speed (4 rpm). After 5 min of rest, the test was started, which consisted in measuring the latency to fall off the rod in consecutive trials of 7, 10, 14, 19, 24, 34, and 40 rpm, with a maximum of 60 s per trial and a rest of 5 min between trials.

### Histological Preparation

Animals were perfused with 1X phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA). Brains were removed and postfixed in 4% PFA for 24 h at 4°C and in PBS for 24 h at 4°C; afterward, they were cryoprotected in 30% sucrose for 24 h at 4°C.

#### Immunofluorescence

30 μm-thick coronal brain sections were permeabilized with 0.3% Triton-X and incubated with NH_4_Cl 50 mM for 30 min at room temperature. Blocking was performed with a solution of 2% bovine serum albumin and 3% fetal bovine serum for 2 h at room temperature. Afterward, sections were incubated overnight at 4°C with primary antibodies [rabbit polyclonal anti-IBA1 (1:1,000, Wako) and goat polyclonal anti-IL1β (1:500, R&D Systems)]. After washing, secondary antibodies [1:500 anti-rabbit Alexa Fluor 555, anti-goat Alexa Fluor 405 (Invitrogen)] were incubated for 1 h at room temperature. The sections were mounted with the Mowiol mounting medium.

For IBA1/IL1β quantification, 1024 × 1024 pixel confocal fluorescent image stacks from these brain sections were obtained with a TCS SP5 LEICA confocal microscope, using an X20 objective. We obtained pictures of the CA1 hippocampus and motor cortex. ImageJ software (https://imagej.nih.gov/ij/) was used for image quantification. N = 5–7 animals per group were analyzed, and three brain slices were analyzed per animal.

#### Morphological Evaluation of Different Brain Areas

150 μm-thick serial coronal brain sections were collected on a glass slide and directly mounted with Mowiol.

For the quantification of the number of YFP + neurons, 1360 × 1024 pixel images of the CA1 hippocampus and motor cortex were obtained with an Olympus DP71 camera attached to an Olympus BX51 microscope with an Olympus U-RFL-T source of fluorescence at 10x magnification. ImageJ software was used for quantification. N = 3–5 animals per group were analyzed.

For spine density and length analyses, 1024 × 1024 pixel confocal fluorescent image stacks from these tissue sections were obtained with a TCS SP2 LEICA confocal microscope, using an X63 (zoom x5) oil immersion objective. We obtained pictures of dendritic segments of 15–30 µm from randomly selected neurons in CA1 hippocampus and motor cortex sections. ImageJ software was used for quantification. Spine counts included all types of dendritic protrusions. N = 3–4 animals per group were analyzed, and ten dendritic segments were analyzed per animal. Spine density was calculated by relativizing the total number of spines to the length of the analyzed dendrite. Spine length was measured from the base of the spine to the end of the head of the spine.

### RNA Extraction and Gene Expression Analyses

Brains were removed, and the frontal cortex was isolated, immediately frozen, and kept at −80°C until use. RNA was extracted from the cerebral cortex using the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions, and mRNA quality was evaluated with the Bioanalyzer (Agilent).

RNA from WT and CD mice (n = 3 each) per experimental group (VEH- and VERCUR-treated) was used to prepare twelve mRNA libraries following the standard Illumina protocol. Libraries were sequenced at the Centre Nacional d’Anàlisi Genòmica (CNAG-CRG, Barcelona, Spain) facilities, using an Illumina HiSeq2000 platform to produce over 60 million paired-end reads (100 nucleotide length) per sample. Reads were mapped to the Ensembl GRCm38 *Mus musculus* genome provided by Illumina iGenomes. Mapping was performed with STAR/2.5.3a. After a correction by percentage of coefficient of variation (%CV < 20), we discriminated 13941 mapped protein coding genes to be analyzed. We used a general linear model (GLM) to assess differential expression, and correction of the *p* values was then calculated using the Wald test. The differentially expressed genes were selected based on criteria combining either an increase of 25% (FC > 1.25) or a decrease of 25% (FC < 0.75) and an adjusted *p* value of 0.05. Expression values were relativized according to the average expression of the WT animals for each gene. Results were validated by the expression analysis of the genes included in the WBS critical region (WBSCR), 19 of which are represented in the analysis (Supplementary Figure 2) and are known to present reduced expression in WBS mice models (Li et al., 2009; Segura-Puimedon et al., 2014; Kopp et al., 2019). We used the CPDB (available at http://www.consensuspathdb.org/) to investigate the functional associations of genes found to be either down- or upregulated. RNA-seq data were deposited on Gene Expression Omnibus (GEO) and made publicly available (GSE 162092).

### Protein Extraction and Western Blot

Frozen brain areas were dounce-homogenized in 30 volumes of lysis buffer (50-mmol/L Tris-HCl of pH 7.4, 150-mmol/L NaCl, 10% glycerol, 1-mmol/L EDTA, 10-μg/ml aprotinin, 1-μg/ml leupeptin, 1-μg/ml pepstatin, 1-mmol/L phenylmethylsulfonyl fluoride, 1-mmol/L sodium orthovanadate, 100-mmol/L sodium fluoride, 5-mmol/L sodium pyrophosphate, and 40-mmol/L beta-glycerolphosphate) plus 1% Triton X-100. After 10 min incubation at 4°C, the samples were centrifuged at 16,000 g for 20 min to remove insoluble debris. Protein contents in the supernatants were determined by a DC microplate assay (Bio-Rad, Madrid, Spain), following the manufacturer’s instructions.

The antibodies used for western blot were TGFβ (1:1,000, rabbit, Abcam), pAKT (1:1,000, mouse, Cell Signaling Technology), BDNF (1:1,000, rabbit, Santa Cruz Biotechnology), and actin (1:10000, rabbit, Sigma). Primary antibodies were detected with horseradish peroxidase–conjugated antibody (1:2,000, Promega) and visualized by enhanced chemiluminescence detection (Western Blotting Luminol Reagent, Santa Cruz). Digital images were acquired on the ChemiDoc XRS System (Bio-Rad) and quantified by ImageJ software. Optical density values for target proteins were normalized to those of Ponceau or actin loading control in the same sample, and they were expressed as a percentage of control group (VEH).

### Statistical Analysis

All data are presented as mean ± SEM. In all cases, we have analyzed normality and equality of variances using Shapiro–Wilk and Levene tests, respectively, with SPSS software. Parametric (two-way ANOVA followed by Bonferroni’s *post hoc* test) and non-parametric (Mann–Whitney, Kruskal–Wallis, and Friedman tests followed by Dunn’s *post hoc* test) tests were used when needed. Values were considered significant when *p* < 0.05. GraphPad Prism 9 software was used for obtaining all statistical tests and graphs. Heatmap was generated using heatmap.2 function of the *gplots* package in R.

## Results

### Only VERCUR Co-Treatment Improves Motor Coordination in CD Mice

Motor coordination was evaluated after 5-weeks of treatment in the rotarod test in WT and CD mice receiving VEH, VER, CUR, or VERCUR. The Friedman test revealed significant differences (χ^2^ (7) = 42.24, *p* < 0.0001) among groups. As expected from previous results (Segura-Puimedon et al., 2014), we observed significant motor coordination deficits in the VEH-treated CD animals in comparison with WT animals from 7 to 34 rpm (Figure 1). However, only the VERCUR co-treated group revealed significant effects of treatment showing a behavior similar to that of VEH-treated WT mice and reaching significant differences with respect to VEH-treated CD mice at 7 and 10 rpm (*p* = 0.0326 and *p* = 0.0032, respectively) (Figure 1A). The results show neither single VER nor single CUR treatments had any significant effect on the performance of treated animals in this test (Figures 1B,C). None of the treatments had any effect on the performance of WT mice in this test (Supplementary Figure 3). Detailed statistical analysis is shown in Supplementary Table 1.

**FIGURE 1:**
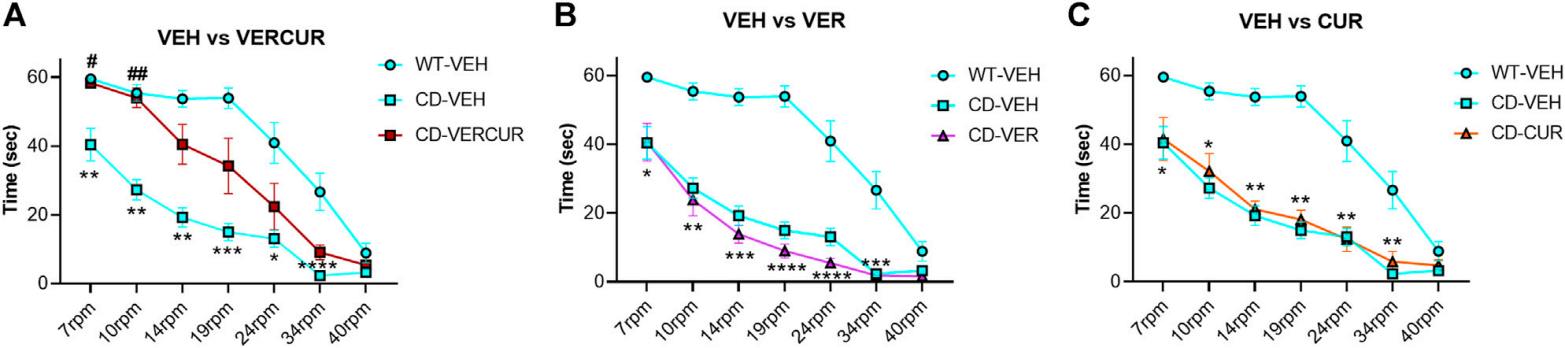
Only VERCUR co-treatment improves motor coordination in CD mice. **(A)** After combinatorial VERCUR treatment, CD animals performed the rotarod test similar to VEH-treated WT mice. **(B)** Single treatment with VER did not have any effect on the performance of treated CD animals in the rotarod test. **(C)** Single treatment with CUR did not have any effect on the performance of treated CD animals in the rotarod test. Data are presented as the mean ± SEM of n = 9–11 mice. *p* values are shown with asterisks (compared to VEH-treated WT) and hashes (compared to VEH-treated CD) indicating values that are significantly different in individual group comparisons (Friedman test, followed by the Kruskal–Wallis test with Dunn’s *post hoc* test). ^*,#^ *p* < 0.05; ^**,##^ *p* < 0.01; ^***^ *p* < 0.001; ^****^ *p* < 0.0001.

### Combinatorial Treatment Prevents Hypersociability of CD Mice

Social behavior was determined using the direct social interaction test as previously described (Segura-Puimedon et al., 2014). As expected, replicating previous results, two-way ANOVA revealed significant interaction (genotype/treatment) (F_3,69_ = 2.876; *p* = 0.0423). Subsequent analyses corrected for the multiple-comparisons test (Bonferroni) revealed that the hypersocial behavior was prevented by VERCUR co-treatment (*p >* 0.999) (Figure 2), but not by single VER (*p* = 0.0133) or CUR (*p* = 0.0211) treatment in which treated animals replicated the behavior of VEH-treated mice (*p* = 0.0064) (Figure 2). None of the treatments affects the WT behavior. Detailed statistical analysis is shown in Supplementary Table 2. No differences were observed, neither in genotype (F_1,69_ = 1.235; *p* = 0.2704) nor in treatment (F_3,69_ = 1.166; *p* = 0.3291) in the activity of the animals during the social interaction test measured as the total time that the animals spent exploring (Supplementary Figure 4 and Supplementary Table 2).

**FIGURE 2:**
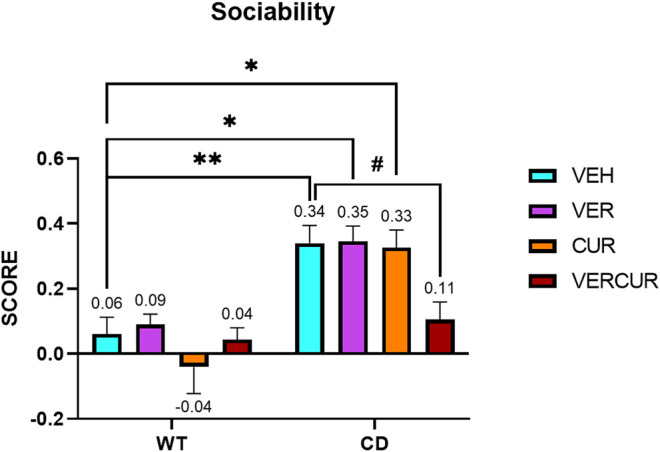
Combinatorial treatment prevents hypersociability of CD mice. In a direct social test, VEH-treated CD animals presented an increased interest toward a stimulus mouse in comparison with the VEH-treated WT mice (*p* = 0.0064), while VERCUR-treated CD animals showed a preference score similar to that of VEH-treated WT mice (*p* > 0.9999). Single VER or CUR treatments did not have any effect on the performance of both WT and CD mice in this test. Data are presented as the mean ± SEM of n = 9–11 mice. *p* values are shown with asterisks (effect of genotype) and hashes (effect of treatment) indicating values that are significantly different in individual group comparisons (Bonferroni’s *post hoc* test). ^**^ *p* < 0.01; ^*,#^ *p* < 0.05.

### MBT of CD Animals Is Not Improved by Any Treatment

The evaluation of naturally occurring behavior was performed by counting the number of marbles buried in the marble-burying test (MBT) after 5 weeks of treatment. Two-way ANOVA (genotype, treatment) revealed significant effects of genotype (F_1,70_ = 197.9.2; *p* < 0.0001) as CD animals performed this test burying significantly less marbles than the WT animals, as has been previously described (Segura-Puimedon et al., 2014). This effect was not prevented by any of the treatments (interaction F_3,70_ = 0.7893; *p* = 0.5039) (Figure 3). Detailed statistical analysis is shown in Supplementary Table 3.

**FIGURE 3:**
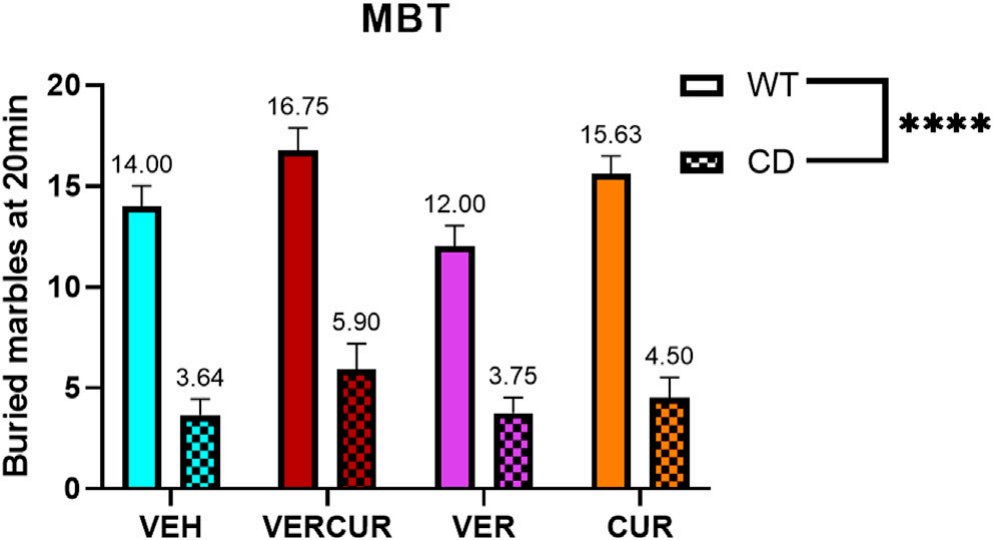
MBT of CD animals is not improved by any treatment. The number of buried marbles at the end point of the marble-burying test was significantly lower in CD animals compared to WT animals (effect of genotype: F_1,70_ = 197.9; *p* < 0.0001), and this effect was not prevented by any of the treatments (effect of treatment: F_3,70_ = 4.240; *p* = 0.0082). Data are presented as the mean ± SEM of n = 7–11 mice. *p* values are shown with asterisks indicating values that are significantly different in two-way ANOVA. ^****^ *p* < 0.0001.

### Neuroanatomical Features of CD Mice Do Not Change After VERCUR Co-Treatment

The neurocognitive profile of WBS patients has been related with abnormalities in the structure of the hippocampus and the cerebral cortex (Reiss et al., 2000). Previous studies showed that CD animals present significant alterations in different cortical and hippocampal regions (Segura-Puimedon et al., 2014; Borralleras et al., 2015; Ortiz-Romero et al., 2018; Dasilva et al., 2020). Substantial structural reorganization of various areas of the adult mouse brain (including the hippocampus and motor cortex) has been described after a relatively short period of motor skills training using the rotarod (Scholz et al., 2015). The aforementioned positive effects of VERCUR co-treatment led us to analyze the characteristics of the motor cortex (MC) and the CA1 hippocampal region (HPC) of co-treated CD mice to evaluate if this was correlated with any changes at a neuroanatomical level.

We observed that none of the treatments had any effect on the recovery of a normal brain weight with a significant effect of genotype (F_1,67_ = 171.2, *p* < 0.0001) but no effect of treatment (F_3,67_ = 0.2753, *p* = 0.8431) (Figure 4A, Supplementary Figure 5A). In addition, CD animals presented a significant reduction of the number of YFP + neurons in both the MC (effect of genotype: F_1,25_ = 168.5, *p* < 0.0001) and the HPC (effect of genotype: F_1,25_ = 218.8, *p* < 0.0001). None of the treatments had any effect on the recovery of the number of YFP + neurons, neither in the MC nor in the HPC (Figure 4B; Supplementary Figures 5B,C). Moreover, the analysis of spine density and length of VERCUR- versus VEH-treated CD mice revealed no differences neither in the MC nor in the HPC (Figures 4C,D). Detailed statistical analysis is shown in Supplementary Table 4.

**FIGURE 4:**
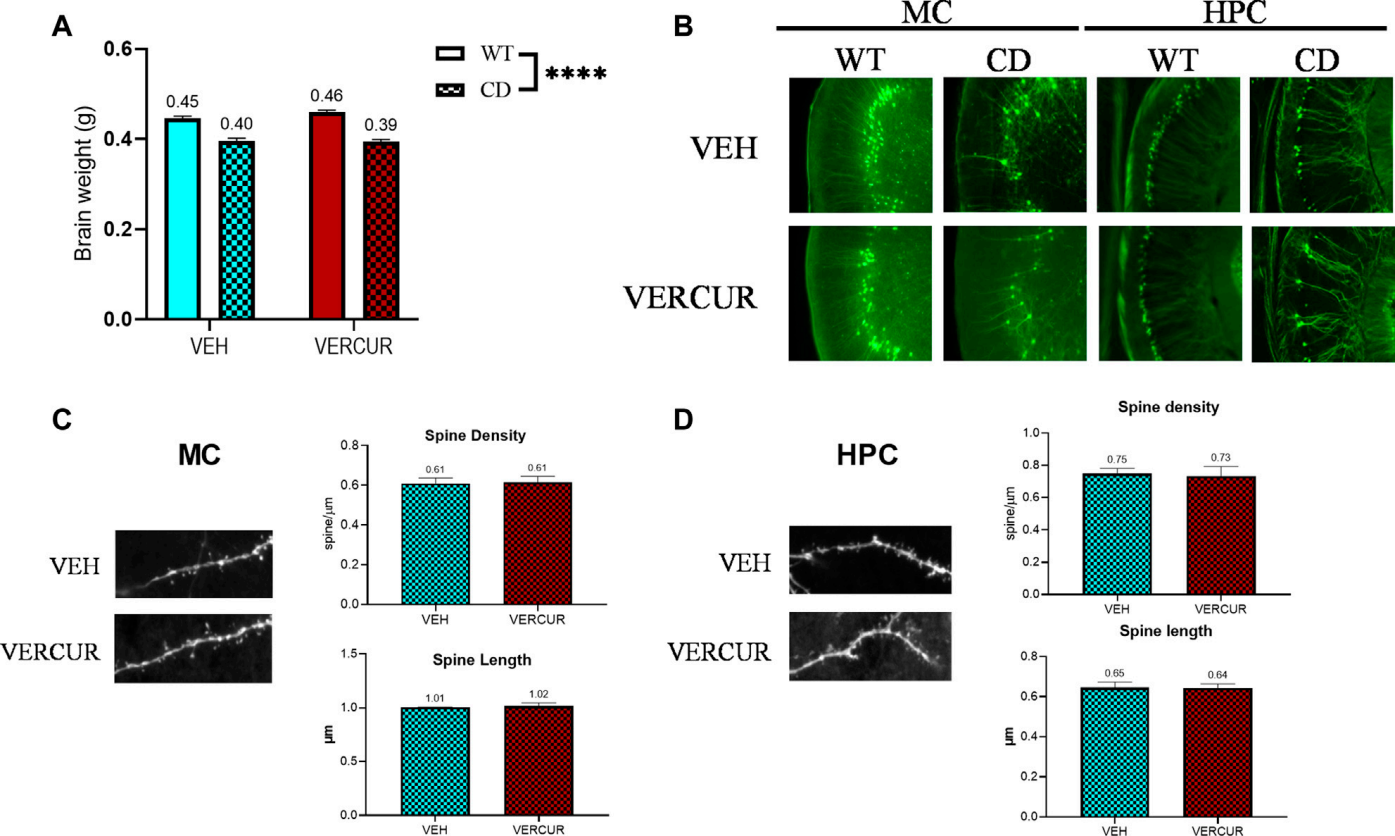
Neuroanatomical features of CD mice do not change after VERCUR co-treatment. **(A)** Brain weight of VERCUR-treated CD animals was significantly reduced when compared to that of WT mice. A two-way ANOVA indicated a significant effect of genotype (F_1,67_ = 171.2, *p* < 0.0001) but no effect of treatment (F_3,67_ = 0.2753, *p* = 0.8431). Data are presented as the mean ± SEM of n = 13–15 mice. *p* values are shown with asterisks indicating values that are significantly different in the two-way ANOVA test. ^****^ *p* < 0.0001. **(B)** Representative images of the motor cortex and hippocampus of VEH- and VERCUR-treated WT and CD animals. **(C, D)** Representative images and quantification of spine density and spine length in the motor cortex **(C)** and hippocampus **(D)** of VEH- and VERCUR-treated CD animals. Data are presented as the mean ± SEM of n = 3-4 mice. Comparison with the Mann–Whitney test showed no significant differences.

### The Increased Microglia Activation in Motor Cortex and Hippocampus Presented by CD Mice Is Prevented by VERCUR Co-Treatment

Due to the fact that, in the brain of postmortem WBS patients, an increase in glia density has been described (Wilder et al., 2018), we wondered if the same could happen in our model and if the effective treatment in the improvement of some phenotypes could be related to this fact. Changes in microglial expression were evaluated in the MC and HPC of WT and CD mice after treatment with VEH or VERCUR. In the MC, statistical analysis revealed a significant interaction between genotype and treatment (F_1,25_ = 9.438, *p* = 0.0051). Subsequent post hoc analysis revealed a significant increase in IBA1 immunostaining in CD mice treated with VEH in comparison with the WT group (*p* < 0.0001), and VERCUR prevented this effect (*p* > 0.9999) (Figure 5A). A significant main effect of genotype (F_1,25_ = 12.90, *p* = 0.0014) and treatment (F_1,25_ = 5.988, *p* = 0.0218) but not interaction (F_1,25_ = 1.856, *p* = 0.1853) was also revealed in the HPC (Figure 5B).

**FIGURE 5:**
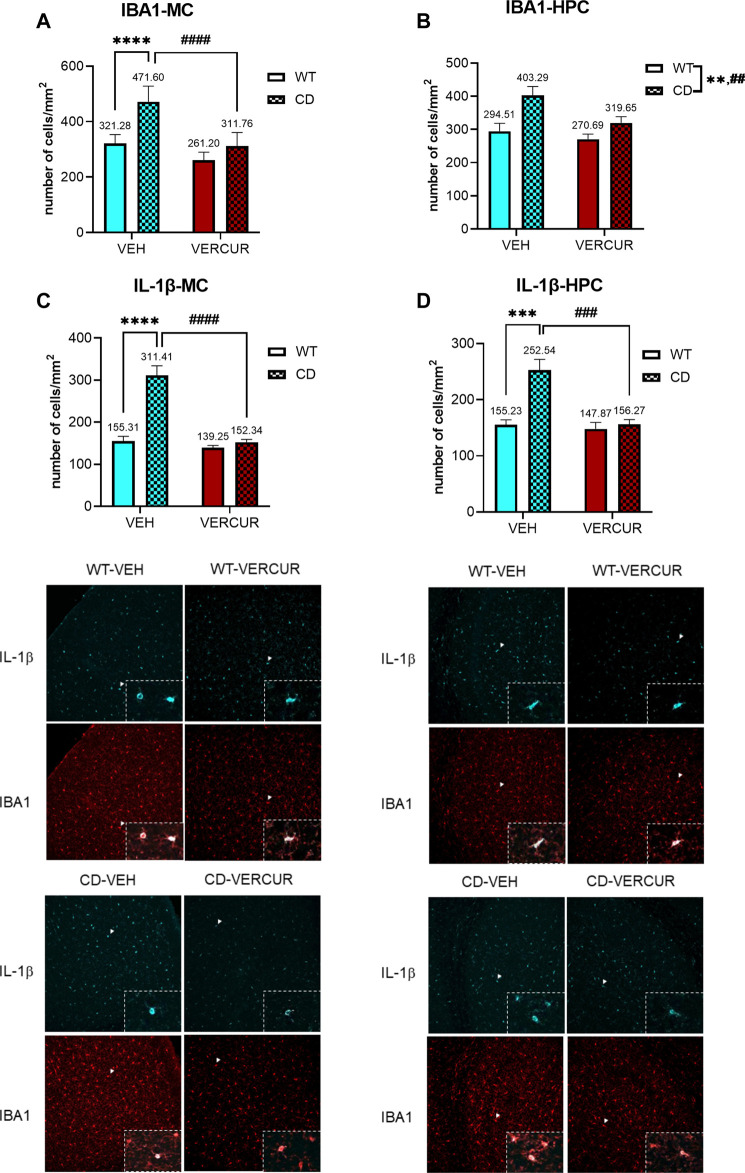
The increased microglia activation in the motor cortex and hippocampus presented by CD mice is prevented by VERCUR co-treatment. Quantification of IBA1 immunostaining in the MC **(A)** and HPC **(B)** and IL-1β immunostaining in the MC **(C)** and HPC **(D)** from VEH- and VERCUR-treated WT and CD animals. The panels on the bottom show representative images of IL-1β immunostaining (cyan) and IBA1 immunostaining (red). White arrowheads represent co-expression of IBA1 with IL-1β (zoomed in on the inset). The zoomed inset of the IBA1 image shows the cells co-expressing both markers (overlay). Images were taken at ×20. Data are presented as the mean ± SEM of cells per mm^2^ of n = 7–8 mice. *p* values are shown with asterisks (effect of genotype) and hashes (effect of treatment) indicating values that are significantly different in individual group comparisons (two-way ANOVA followed by Bonferroni’s *post hoc* test. ^**,##^ *p* < 0.01; ^***,###^ *p* < 0.001; ^****,####^ *p* < 0.0001.

In order to assess whether the activated microglia corresponded to the state M1 or M2, we analyzed IL-1β, as a pro-inflammatory cytokine, and TGF-β, as an anti-inflammatory cytokine. We evaluated the co-expression of IBA1 with IL-1β in WT and CD VEH- or VERCUR-treated mice. In the MC, the statistical analysis of IL-1β revealed a significant main effect of genotype, treatment, and interaction between factors (F_1,25_ = 24.56, *p* < 0.0001). Subsequent post hoc analysis revealed a significant increase in IL-1β in CD mice treated with VEH in comparison with the WT group (*p* < 0.0001), and VERCUR prevented this pro-inflammatory expression (*p* > 0.9999) (Figure 5C). Similarly, the expression of IL-1β in the HPC revealed a significant increase in IL-1β in CD mice treated with VEH in comparison with the WT group (*p* = 0.0001), and this was prevented after VERCUR co-treatment (*p* > 0.9999) (Figure 5D). Regarding TGF-β expression, no statistical differences were observed in the cortex or HPC of VEH-treated CD mice in comparison with the WT group (Supplementary Figure 6). See Supplementary Table 5 for statistical values.

### VERCUR Co-Treatment Prevents Gene Expression Changes in Cortex of CD Animals

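RNA from the cortex of 12 mice was sequenced, with 3 mice in each of 4 groups: vehicle-treated wild-type (VEH-WT), vehicle-treated CD (VEH-CD), co-treated wild-type (VERCUR-WT) and co-treated CD (VERCUR-CD) mice. CD mice carry a heterozygous deletion on chromosome 5 from Gtf2i to Fkbp6, and so have a single copy of these genes. VERCUR is the combination of curcumin, a phenol of turmeric, and verapamil, a calcium channel blocker. The paper gives 60 mg/kg/day of curcumin and 7 mg/kg/day of verapamil, started at 8 to 9 weeks of age, with 5 weeks of treatment before the behavioral tests and an end at 13 to 14 weeks. The sample labels give 10 mg/kg/day of verapamil, 1 month of treatment from 8 weeks of age and an end at 16 weeks. The paper's values are used here. The authors aligned the reads to GRCm38 with STAR 2.5.3a and deposited, for each gene and mouse, the number of reads counted on the gene divided by 1 factor per sample (the normalized count). The paper's text does not name the counting program, so genes that overlap or have near-identical copies are uncertain. The low values of each sample were whole multiples of 1 step in 100% of cases, which gives the number of counted reads. It ranged from 41970000 to 56480000 in VEH-WT (median 43380000), from 40290000 to 54240000 in VEH-CD (median 42260000), from 40950000 to 56030000 in VERCUR-WT (median 52900000) and from 51030000 to 56460000 in VERCUR-CD (median 54360000). The paper states that over 60000000 paired-end reads per sample were sequenced. The normalized counts, which are used here, summed to 47430000 to 50770000 per sample. The 17111 genes with a mean normalized count of at least 10 over the 12 samples were tested on the log2(normalized count + 1) scale, which understates the changes of low genes. limma, a linear model that shares the estimate of the spread across genes, was fitted to all 12 samples with 4 group means, and p values were adjusted with the Benjamini-Hochberg method over all genes tested. A differentially expressed gene (DEG) had an adjusted p under 0.05 and, as in the paper, a fold change over 1.25 or under 0.75. The paper used a general linear model and the Wald test, after a correction by the coefficient of variation (CV, under 20%). No gene or mouse was left out for its CV here. Log2 values of samples of one group had correlations across genes from 0.986 to 0.994, and no library was found deposited in duplicate.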

To identify the molecular causes that could be related to the improvement in certain aspects of the behavioral phenotype in VERCUR-treated animals, we investigated differentially expressed genes (DEGs) by performing an RNA-seq analysis of the cerebral cortex from VERCUR-treated CD mice *versus* VEH-treated CD and WT mice.

First, we conducted a targeted analysis of the genes in the WBSCR locus. Of the 26 genes that make up the WBSCR, only 19 were measurably expressed in the adult mouse cortex. 

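The 19 genes of the region that Supplementary Figure 2 names were analysed, all on chromosome 5 of GRCm38 (GENCODE M21 annotation). They run from Gtf2i (134237834 to 134314760, minus strand) over Gtf2ird1, Clip2, Rfc2, Lat2, Eif4h, Limk1, Eln, Mettl27, Abhd11, Stx1a, Bud23, Dnajc30, Vps37d, Mlxipl, Tbl2, Bcl7b and Baz1b to Fzd9 (135248938 to 135251230, minus strand). The annotated ends of Rfc2 and Lat2 overlap on opposite strands, as do those of Bud23 and Dnajc30, so reads in these stretches could have been counted on either gene. Gm43481, Gm42884 and Abhd11os, noncoding genes of the table that overlap Gtf2i, Clip2 and Abhd11, are not counted among the 19. The lowest gene mean of the whole table over the 12 samples was 6.63 normalized counts and the median gene mean was 710. Fkbp6 was not analysed here. The paper's methods and results count 19 genes, while the legend of Supplementary Figure 2 gives a different number.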

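Each mouse's expression was taken relative to the mean of the 6 WT mice, with the median over the 19 WBSCR genes. It was between 0.962 and 1.03 in each of the 6 WT mice and between 0.464 and 0.524 in each of the 6 CD mice. In 19 of 19 genes, the 6 CD samples lay below the 6 WT samples. The median log2 fold change of VEH-CD against VEH-WT was -0.95, from -1.25 in Fzd9 to -0.47 in Lat2, and 16 of the 19 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Adjusted over the list alone, 19 did. Limk1 had the smallest adjusted p (log2 fold change -1.20, standard error 0.06, adjusted p = 5.51e-07, limma with Benjamini-Hochberg adjustment). The 3 genes past no threshold over all genes were Lat2 (adjusted p = 0.285), Eln (0.192) and Mlxipl (0.177) in the same limma test with Benjamini-Hochberg adjustment. With single values removed where the CV of a group was 20% or more, the alternative that moved this count most, 18 genes were tested and 18 passed, and the adjusted p was 0.0432 for Lat2 and 0.00495 for Mlxipl (limma, Benjamini-Hochberg). Between co-treated mice, VERCUR-CD against VERCUR-WT, the median was -1.06, from -1.48 in Fzd9 to -0.80 in Gtf2ird1, with 16 genes past the threshold.

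**Figure D1:**
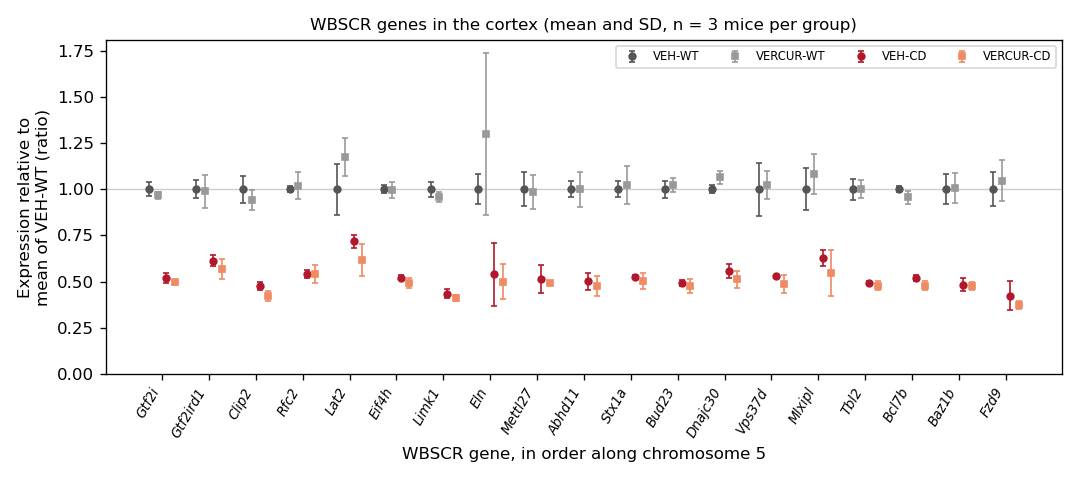
Expression of the 19 WBSCR genes, in their order along chromosome 5, relative to the mean of VEH-WT (y axis, ratio without a unit). Points are the means of n = 3 mice and bars the SD, for VEH-WT (dark grey), VERCUR-WT (light grey squares), VEH-CD (red) and VERCUR-CD (orange). In each of the 19 genes both CD groups lie below both WT groups.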

As expected, all genes in the WBSCR region showed a decrease in the RNA amount in CD animals. 

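Between VEH-CD and VEH-WT, limma called 44 DEGs among the 17111 genes tested, 16 of them in the WBSCR and 28 outside it. Before adjustment, 2020 genes had a p under 0.05, where 856 would by chance, against 701 between VERCUR-CD and VERCUR-WT, which share none of these mice. The count depended most on how values with a large spread were treated: with the value farthest from the median removed in each group whose CV was 20% or more, 839 genes were called. It also depended on single mice, with 24 DEGs without VEH-WT 2, VEH-CD 1 or VEH-CD 3, 28 without VEH-WT 3 and 47 without VEH-WT 1 or VEH-CD 2. In simulated data of 17111 genes in which 200 were changed, the same test called 88.7% of the 133 with a log2 change of at least 1 and 58.2% of the 67 with a log2 change of 0.6. Smaller changes were not simulated. With the WBSCR genes and Trim50 left out, the log2 fold changes of VEH-CD against VEH-WT and of VERCUR-CD against VERCUR-WT had a correlation of 0.102 across genes. Whether the excess of 2020 genes over 856 comes from genotype or from the VEH-WT mice is therefore not settled.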

We found 737 genes to be deregulated. 

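Among the protein-coding DEGs of VEH-CD against VEH-WT, fitted fold changes ran from 0.33 in Sik1 to 3.78 in Dmgdh. Sik1 (ENSMUSG00000024042, chromosome 17, 31844250 to 31855804) had 403.4 ± 60.7 normalized counts (SD, n = 3) in VEH-CD and 1247 ± 347 (SD, n = 3) in VEH-WT, a log2 fold change of -1.60 (standard error 0.27, adjusted p = 0.0285 from limma with Benjamini-Hochberg adjustment). Its call was lost in 5 of the 6 fits that each left out 1 mouse (adjusted p from limma with Benjamini-Hochberg adjustment up to 0.175, without VEH-CD 1), and held without VEH-WT 1. Dmgdh (ENSMUSG00000042102, chromosome 13, 93674433 to 93752833) had 54.59 ± 8.93 normalized counts (SD, n = 3) in VEH-CD and 14.25 ± 5.22 (SD, n = 3) in VEH-WT, a log2 fold change of 1.92 (standard error 0.29, adjusted p = 0.0128, limma with Benjamini-Hochberg adjustment). Its call was lost without VEH-CD 1 or VEH-CD 3 (adjusted p = 0.0646 and 0.0979 from limma with Benjamini-Hochberg adjustment). Trim50 is left out of this range because it is listed at 0 in each VEH-WT mouse. With a mean of at least 50 required, Dmgdh was not tested and the largest fold change was 1.79, in Zfp991.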

The magnitude of these changes was generally small, with a fold-change ranking from 0.35 to 4.89. 

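Of the 44 DEGs between VEH-CD and VEH-WT, 9 were higher and 35 lower in VEH-CD. Outside the WBSCR, 9 were higher and 19 lower. Removal of single values gave 451 higher and 388 lower, and an unadjusted p under 0.05 with the same fold change thresholds gave 440 higher and 361 lower. The 5 DEGs with the largest change included, with Sik1 and Dmgdh, Trim50 (ENSMUSG00000053388, chromosome 5, 135353295 to 135368005, beyond the Fzd9 end of the WBSCR). It was listed at 0 in each VEH-WT mouse and had 293.6, 230.5 and 248 normalized counts in VEH-CD, and whether it shares reads with another Trim gene was not settled. The long noncoding RNA Gm45351 (chromosome 7, 9868880 to 9876966) had a mean of 28.7 normalized counts in VEH-WT and 0.4 in VEH-CD (adjusted p = 0.000488, limma with Benjamini-Hochberg adjustment), and no fold change is given because VEH-CD lies at the floor of detection. Gm5784 (chromosome 12, 19387809 to 19433081), also noncoding, fell from 66.36 ± 23 to 10.05 ± 4.58 normalized counts (SD, n = 3 each).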

Differential expression analysis of VEH-treated CD and WT samples identified 424 genes with significantly increased expression and 313 genes with a decreased one. The expression of the top 100 DEGs clearly identified the two genotypes (Figure 6A) (Supplementary Table 6). 

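In the authors' deposited table of the top 100 DEGs, each value is a mouse's expression relative to VEH-WT. Of the 300 groups of 3 mice in the authors' deposited table, 160 (53.3%) had 1 mouse left out, in 90 of the 100 genes. Of these 160 groups, 157 had a CV of 20% or more over all 3 normalized counts, against 5 of the 140 groups with all mice kept, and the largest CV of the values kept was 19.9%. With all 3 mice of each group, 100 of the 100 genes in the authors' deposited table lay on the same side of VEH-WT. Here, 94 of these genes were tested, 7 were DEGs between VEH-CD and VEH-WT, and 58 had an unadjusted p under 0.05 (limma). The list was chosen on these samples, so these counts are not independent evidence. The co-treated mice, compared as VERCUR-CD against VERCUR-WT, share no sample with the comparison behind the list. There, 57 of the 94 genes (60.6%) changed in the same direction and 1 had an adjusted p under 0.05 (limma, Benjamini-Hochberg).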

When ordered by statistical significance, up- and downregulated genes had similar *p* values.

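Among the 9 higher DEGs of VEH-CD against VEH-WT, adjusted p values from limma with Benjamini-Hochberg adjustment ran from 2.79e-07 (Trim50) to 0.0351 (B130046B21Rik). Among the 35 lower ones they ran from the value of Limk1 to 0.0489 (Cnnm4), and outside the WBSCR the smallest belonged to Gm45351. After Trim50, the smallest adjusted p values of the higher DEGs were 0.000711 in Git1 and 0.00432 in Zfp180 (limma, Benjamini-Hochberg). No test compared the 2 sets of p values.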

**FIGURE 6:**
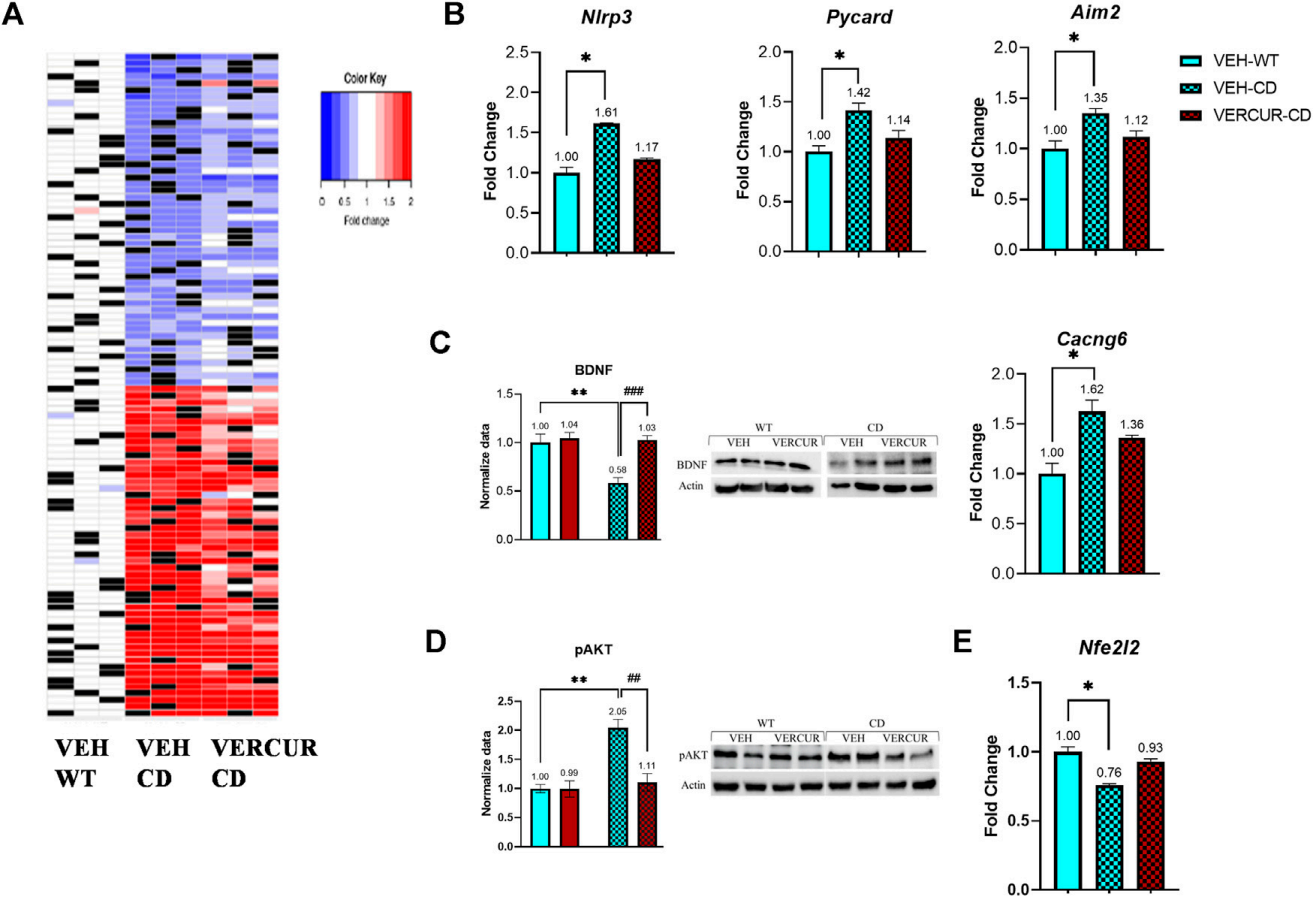
VERCUR co-treatment prevents gene expression changes in the cortex of CD animals. **(A)** Heatmap of the top 100 differentially expressed genes in the cortex. Top 50 up- and downregulated genes with the exclusion of genes included in the WBSCR. Black: no sample. Effects of VERCUR co-treatment on the gene expression levels of components of **(B)** the inflammosome pathway (*Nlrp3*, *Pycard*, *Aim2*) and **(C)** the MAPK signaling pathway (BDNF, *Cacng6*). **(D)** Quantification of pAKT levels. **(E)** VERCUR co-treatment restores the endogenous antioxidant *Nfe2l2* expression level. Data are presented as mean ± SEM. *p* values of multiple comparisons are shown with asterisks (effect of genotype) and hashes (effect of treatment) indicating values that are significantly different in individual group comparisons (Kruskal–Wallis test followed by Dunn’s *post hoc* test for RNA expression and two-way ANOVA followed by Bonferroni’s *post hoc* test for western blots, n = 4–7, with representative images on the right). ^*^ *p* < 0.05; ^**,##^ *p* < 0.01; ^###^ *p* < 0.001.

In order to investigate functional associations of the DEG, we performed a gene set enrichment analysis (GSEA) using the CPDB tool to identify significantly differentiated KEGG/Reactome pathways. The enrichment analysis performed between VEH-treated mice showed 18 pathways that were significantly altered (*q* ≤ 0.05) in CD compared to WT mice (Supplementary Table 7). Among them, the highest enrichment was observed in pathways related to inflammasomes (*q* < 0.0001), followed by the MAPK signaling pathway (*q =* 0.003), the NF-kappa B signaling pathway (*q =* 0.0088), G protein–coupled receptor (GPCR) ligand binding (*q =* 0.01), and extracellular matrix organization (*q =* 0.01) (Supplementary Table 8).

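The genes that the paper's tables list under each pathway were tested as lists between VEH-CD and VEH-WT with limma's fry. This is a rotation test that keeps the correlation between genes, adjusted here with the Benjamini-Hochberg method over 21 lists. It was used as a directional test, so higher and lower genes of one list offset each other. A list that misses the threshold can still hold changed genes, and such a miss does not test the paper's enrichment of these lists. These lists were chosen by the study on these samples, so the results are not independent evidence. The 7 inflammasome genes had a median log2 fold change of 0.28, with 5 higher and 2 lower (adjusted p = 0.288, limma's fry with Benjamini-Hochberg adjustment), and passed the threshold without VEH-CD 2 (adjusted p = 0.0368, limma's fry, Benjamini-Hochberg). The 34 MAPK and PI3K-AKT genes had a median of -0.36, with 13 higher and 21 lower (adjusted p = 0.0435, limma's fry with Benjamini-Hochberg adjustment), and 1 passed limma's threshold over all genes and 17 when adjusted over the list alone. Of the alternatives, a fit of only the 6 mice compared moved this list most (adjusted p = 0.135, limma's fry with Benjamini-Hochberg adjustment), and its call held in 1 of the 6 fits that each left out 1 mouse, the one without VEH-WT 1. In VERCUR-WT against VEH-WT the MAPK list had a median of -0.273, with 24 of the 34 genes lower (adjusted p = 0.18, limma's fry, Benjamini-Hochberg). In VERCUR-CD against VERCUR-WT its median was 0.064 (adjusted p = 0.944, limma's fry, Benjamini-Hochberg). A higher or lower level in the VEH-WT mice alone and an effect of genotype cannot be told apart for this list. The 10 NF-kappa B genes had a median of -0.20 (adjusted p = 0.107, limma's fry, Benjamini-Hochberg), with 6 past the threshold adjusted over the list alone, and passed without VEH-WT 1 (adjusted p = 0.0352, limma's fry, Benjamini-Hochberg). Reactome's own sets were also tested, with the 17111 genes as background. No DEG lay in the sets for inflammasomes (15 genes tested), GPCR ligand binding (191) or extracellular matrix organization (204), where fewer than 1 would lie in each by chance, so these counts decide nothing. limma's fry, with Benjamini-Hochberg adjustment over 4 sets, gave adjusted p = 0.645, 0.34 and 0.34 in that order. These sets are not the paper's lists: they hold 6 of its 7 inflammasome genes, 23 of its 27 GPCR genes and 12 of its 19 matrix genes. The set named RAF MAP kinase cascade, the other one run, has 10 genes and holds 0 of the 9 that Table 1 gives under that name, so it is no test of the paper's pathway.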

Next, we analyzed among the DEGs between VEH-treated mice those whose expression in VERCUR-treated CD mice was not significantly different from that in the VEH-treated WT mice. 

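Of the 44 DEGs between VEH-CD and VEH-WT, 14 were not DEGs between VERCUR-CD and VEH-WT, 31.8% (Wilson 95% interval 20 to 46.6%), and 30 were. Outside the WBSCR, whose genes stay deleted, it was 14 of 28 (50%, Wilson 95% interval 32.6 to 67.4%). These 14 genes were Zfp189, Cdr2l, Klf4, Tent5a, Gpt2, Spry4, Vasn, Fam43a, Gm4544, Pcdhb17, Sik1, B130046B21Rik, Cnnm4 and Pcdhb3. Tested directly, none of the 14 had an adjusted p under 0.05 between VERCUR-CD and VEH-CD (limma, Benjamini-Hochberg). Over all genes this direct comparison gave 0 DEGs, with a smallest adjusted p of 0.159 in limma with Benjamini-Hochberg adjustment. Before adjustment, 605 genes had a p under 0.05, where 856 would by chance. Over the alternatives the share ran from 0%, where a difference from VEH-CD was also required, to 64%, where single values were removed. It was 60.5% over genes with a CV under 20% in every group, 60.4% with an unadjusted p and 52.3% with sample quality weights, whose estimation did not converge. Weights estimated gene by gene, chosen after seeing the data, gave 77.4%. Single mice moved it too: the share was 8.33% without VEH-WT 2, VEH-CD 1 or VEH-CD 3, 17.9% without VEH-WT 3 and 53.5% without VERCUR-CD 2.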

53.6% of the genes recovered normal expression levels after co-treatment. Results of the GSEA with these genes showed eight differentiated pathways consistent with treatment rescue, including inflammasomes (*q* ≤ 0.001), extracellular matrix organization (*q* = 0.024), and MAPK signaling pathway (*q* = 0.046) (Table 1). 

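In VERCUR-CD against VEH-WT, the paper's 7 inflammasome genes had a median log2 fold change of 0.16 (adjusted p = 0.357), the 19 extracellular matrix genes one of 0.06 (0.595) and the 34 MAPK and PI3K-AKT genes one of -0.23 (0.208), each from limma's fry with Benjamini-Hochberg adjustment. The WBSCR list alone passed the threshold in this comparison, but with sample quality weights, whose estimation did not converge, 9 lists did, the MAPK list among them (median -0.295, adjusted p = 0.0196, limma's fry, Benjamini-Hochberg). With weights estimated gene by gene, chosen after seeing the data, the WBSCR list alone passed. The direct comparison of VERCUR-CD with VEH-CD gave medians of -0.06 (adjusted p = 0.94), -0.17 (0.324) and 0.09 (0.798) for the inflammasome, extracellular matrix and MAPK lists (limma's fry, Benjamini-Hochberg), so none of the 3 passed the threshold between co-treated and vehicle-treated CD mice. With sample quality weights, the extracellular matrix list (median -0.18, adjusted p = 0.00403, limma's fry, Benjamini-Hochberg) and the WBSCR list passed the threshold in the direct comparison.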

In Table 2, we observe how co-treatment specifically affects each of the deregulated genes associated with the different pathways. Specifically, related to the activation of the inflammasome, we can see changes in genes such as *Nlrp3* (NLR family pyrin domain containing 3), *Pycard* (often referred to as ASC, apoptosis-associated speck-like protein containing a CARD), or *Aim2* (absent in melanoma 2) (Figure 6B). 

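Nlrp3 (ENSMUSG00000032691, chromosome 11, 59541568 to 59566956, plus strand) encodes the sensor of an inflammasome and had 32.41 ± 4.07 normalized counts in VEH-WT, 50.18 ± 1.97 in VEH-CD and 43.17 ± 6.59 in VERCUR-CD (SD, n = 3 each). The VEH-CD and VEH-WT values did not overlap (log2 fold change 0.62, standard error 0.26, adjusted p = 0.363 from limma with Benjamini-Hochberg adjustment), and after removal of single values the adjusted p was 0.0144 (limma, Benjamini-Hochberg). Pycard (ENSMUSG00000030793, chromosome 7, 127989708 to 127993867, minus strand) encodes the adaptor protein and had 99.74 ± 10.1 normalized counts in VEH-WT, 118.8 ± 15 in VEH-CD and 135.9 ± 21 in VERCUR-CD (SD, n = 3 each). Aim2 (ENSMUSG00000037860, chromosome 1, 173350879 to 173466040, plus strand), a DNA sensor, had 67.12 ± 15.5, 80.68 ± 9.38 and 74.55 ± 11 normalized counts in the same groups (SD, n = 3 each). Between VEH-CD and VEH-WT the adjusted p was 0.544 for Pycard and 0.608 for Aim2 (limma, Benjamini-Hochberg), and the values overlapped. The Kruskal-Wallis test over VEH-WT, VEH-CD and VERCUR-CD, which the paper uses and which was added after the values had been seen, was enumerated over the 1680 partitions of the 9 mice and gave H = 7.2 and exact p = 0.00357 for Nlrp3, H = 5.07 and exact p = 0.0857 for Pycard, and H = 1.87 and exact p = 0.439 for Aim2. Against VEH-CD, VERCUR-CD had log2 fold changes of -0.22 in Nlrp3, 0.19 in Pycard and -0.12 in Aim2, with adjusted p = 0.885, 0.867 and 0.911 (limma, Benjamini-Hochberg). With sample quality weights the higher Pycard in VERCUR-CD than in VEH-CD had an adjusted p of 0.0407 (limma, Benjamini-Hochberg), and Aim2 in VERCUR-CD lay below VEH-WT (log2 fold change -0.07). The estimation of these weights did not converge. It gave VERCUR-CD 3 a weight of 24.4, against 0.507 in VERCUR-CD 1 and 0.225 in VERCUR-CD 2, so these results rest mostly on 1 mouse of the group.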

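Cacng6 (ENSMUSG00000078815, chromosome 7, 3424195 to 3435667, plus strand), which encodes a subunit of voltage-gated calcium channels, had 36.24 ± 8.78 normalized counts in VEH-WT, 49.11 ± 2.31 in VEH-CD and 50.72 ± 11.9 in VERCUR-CD (SD, n = 3 each). The VEH-CD and VEH-WT values did not overlap (log2 fold change 0.45, standard error 0.22, adjusted p = 0.44, limma with Benjamini-Hochberg adjustment). The Kruskal-Wallis test over the 3 groups gave H = 3.82 and exact p = 0.168. After removal of single values H was 5.36. The values to remove were chosen within each group, which itself separates the groups, so no p is given for it. VERCUR-CD against VEH-CD had a log2 fold change of 0.02 (adjusted p = 0.985, limma, Benjamini-Hochberg), and after removal of single values it was -0.16, while Cacng6 then passed the threshold between VEH-CD and VEH-WT (adjusted p = 0.0154, limma, Benjamini-Hochberg).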

Related to the MAPK signaling pathway, we can observe changes in the expression of *Cacng6* (calcium voltage-gated channel auxiliary subunit gamma 6) and at protein levels in BDNF (Figure 6C). Furthermore, we observed that the increase in the amount of pAKT present in VEH-treated CD mice (*p* = 0.005) was also normalized in VERCUR-treated CD mice (Figure 6D). We also wanted to analyze M1/M2 related markers in detail. 

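Among the M1 markers, the genes used to name a proinflammatory state of microglia, Nos2 (chromosome 11, 78920787 to 78960254) had 28.07 ± 4.3 normalized counts in VEH-WT, 26.98 ± 7.23 in VEH-CD and 29.02 ± 6.27 in VERCUR-CD (SD, n = 3 each). Socs3 (chromosome 11, 117966079 to 117970047) had 177.6 ± 34.2, 142.5 ± 15.9 and 180.5 ± 27.5 normalized counts, and Il18 (chromosome 9, 50554827 to 50581840) had 458.5 ± 34.8, 527.7 ± 60.9 and 557.5 ± 59.4, in the same groups (SD, n = 3 each). Relative to VEH-WT, VEH-CD was thus at 0.961 in Nos2, 0.803 in Socs3 and 1.15 in Il18, with adjusted p = 0.928, 0.571 and 0.509 (limma, Benjamini-Hochberg). The direction of Nos2 in VEH-CD rests on single mice, and reversed without VEH-WT 3 (0.044 on the log2 scale), VEH-CD 1 (0.025) or VEH-CD 3 (0.028). Cd68, Cd80 and Tlr2 were at 1.29, 1.36 and 1.26 of VEH-WT in VEH-CD (adjusted p = 0.331, 0.569 and 0.499, limma, Benjamini-Hochberg), and at 1.37, 1.41 and 1.43 in VERCUR-CD (adjusted p = 0.396, 0.676 and 0.452, limma, Benjamini-Hochberg). With sample quality weights, Cd68, Cd80 and Tlr2 in VERCUR-CD had adjusted p = 0.00369, 0.0179 and 0.0183 against VEH-WT (limma, Benjamini-Hochberg). The estimation of these weights did not converge, and VERCUR-CD 3 carried most of the weight of its group (24.4, against 0.507 and 0.225). The 13 M1 genes as a list had a median log2 fold change of -0.08 in VEH-CD (adjusted p = 0.929, limma's fry, Benjamini-Hochberg).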

We can observe that M1 markers such as *Nos2*, *Il18*, or *Socs3* that are upregulated in VEH-treated CD mice normalize their expression after co-treatment, while others (*Cd68*, *Cd80*, and *Tlr2*) continue to appear upregulated (Supplementary Table 8). Expression changes are not observed in most of the M2 markers. 

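The 8 M2 genes of the supplement had, as a list, a median log2 fold change of -0.10 in VEH-CD against VEH-WT, with 3 higher and 5 lower (adjusted p = 0.18, limma's fry, Benjamini-Hochberg). Of the 8, 1 passed limma's threshold adjusted over the list alone.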

Only two markers appear downregulated in VEH-treated CD mice (*Mrc1* and *Klf4*). 

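Klf4 (chromosome 4, 55527143 to 55532466) had 476.2 ± 134 normalized counts in VEH-WT and 239.5 ± 27.2 in VEH-CD (SD, n = 3 each), with no overlap (log2 fold change -0.96, standard error 0.17, adjusted p = 0.0322, limma with Benjamini-Hochberg adjustment). Its call was lost in 5 of the 6 fits that each left out 1 mouse (adjusted p from limma, Benjamini-Hochberg, up to 0.191, without VEH-CD 3) and held without VEH-WT 1. Klf4 is one of the immediate early genes, which as a list were lower in VEH-CD. Its mean was also lower in VERCUR-WT, with 295.6 ± 32.2 normalized counts (SD, n = 3; adjusted p = 0.867 against VEH-WT, limma, Benjamini-Hochberg). Mrc1 (chromosome 2, 14229392 to 14332057) had 160.3 ± 21.5 normalized counts in VEH-WT and 121.9 ± 44.4 in VEH-CD (SD, n = 3 each; log2 fold change -0.44, standard error 0.28, adjusted p = 0.563, limma, Benjamini-Hochberg). After removal of single values the adjusted p of Mrc1 was 0.0143 (limma, Benjamini-Hochberg).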

We observed that co-treatment restores *Mrc1* levels, while it does not influence the expression of *Klf4* (Supplementary Table 8). In addition, we investigated the status of *Nfe2l2* (NRF2 coding gene) because there is growing evidence of a crosstalk between NRF2, MAPK, and inflammasomes. 

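In VERCUR-CD, Mrc1 had 142 ± 54.5 normalized counts and Klf4 278.5 ± 15.6 (SD, n = 3 each). Against VEH-CD, the log2 fold change was 0.21 for Mrc1 (adjusted p = 0.894) and 0.22 for Klf4 (adjusted p = 0.867), from limma with Benjamini-Hochberg adjustment. Against VEH-WT, it was -0.23 for Mrc1 (adjusted p = 0.871) and -0.74 for Klf4 (adjusted p = 0.182, limma, Benjamini-Hochberg). The Klf4 difference from VEH-WT passed the threshold after removal of single values (adjusted p = 0.0232) and with sample quality weights (0.00221), and that of Mrc1 with the weights (0.0195, limma, Benjamini-Hochberg). The estimation of these weights did not converge, and VERCUR-CD 3 carried most of the weight of its group.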

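Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641, minus strand), which encodes the transcription factor NRF2, had 686.3 ± 87.1 normalized counts in VEH-WT, 615.8 ± 53.4 in VEH-CD and 682.8 ± 22.9 in VERCUR-CD (SD, n = 3 each). VEH-CD was at 0.897 of VEH-WT, a log2 fold change of -0.15 (standard error 0.10, adjusted p = 0.555, limma with Benjamini-Hochberg adjustment), and the values overlapped. The exact Kruskal-Wallis test over the 3 groups gave H = 2.49 and exact p = 0.339. VERCUR-CD was at 0.995 of VEH-WT, and against VEH-CD its log2 fold change was 0.15 (adjusted p = 0.867, limma, Benjamini-Hochberg).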

We found significantly reduced expression levels of this gene in VEH-treated CD mice that is normalized after VERCUR co-treatment (Figure 6E). See Supplementary Table 9 for statistical values.

**TABLE 1:** Pathway involvement of the differentially expressed genes recovered after treatment.

Pathway	Source	*p* value	*q* value	Included genes
Inflammasomes	Reactome	7.15.10^–8^	9.2310^–6^	*Nlrp3*; *Aim2*; *Txnip*; *Pycard*; *Pstpip1*; *Bcl2*
NOD-like receptor signaling pathway	KEGG	0.000386	0.012476	*Nlrp3*; *Nfkbia*; *Gsdmd*; *Aim2*; *Card9*; *Txnip*; *Pycard*; *Pstpip1*; *Nlrx1*; *Bcl2*
Extracellular matrix organization	Reactome	0.000952	0.024582	*Dcn*; *Ctsk*; *Itgb7*; *Tnxb*; *Capn12*; *Tmprss6*; *Mmp25*; *Adam12*; *Col28a1*; *Col6a1*; *Col16a1*; *Col2a1*; *Adamts14*
Striated muscle contraction	Reactome	0.002304	0.046613	*Tnnt1*; *Des*; *Tpm2*; *Myl1*
MAPK signaling pathway	KEGG	0.002970	0.046613	*Rac2*; *Rasgrp4*; *Fgf5*; *Fas*; *Gadd45b*; *Epha2*; *Dusp5*; *Dusp4*; *Bdnf*; *Dusp1*; *Flt3*; *Cacng6*
NF-kappa B signaling pathway	KEGG	0.004058	0.046613	*Lbp*; *Gadd45b*; *Nfkbia*; *Pidd1*; *Zap70*; *Bcl2*
Peptide ligand–binding receptors	Reactome	0.004171	0.046613	*Trh*; *Bdkrb2*; *Cxcr4*; *Grp*; *Qrfpr*; *Rxfp2*; *Npffr1*; *Pomc*; *Agtr2*
RAF/MAP kinase cascade	Reactome	0.004459	0.046613	*Rasgrp4*; *Il2rg*; *Spred2*; *Dusp5*; *Dusp4*; *Vwf*; *Dusp1*; *Fgf5*; *Artn*

**TABLE 2:** Normalized expression values of deregulated genes in the significantly altered pathways. Values are normalized with respect to the VEH-treated WT group. Those values recovered after treatment with VERCUR are indicated in bold.

Pathway	Gene	Mean VEH-treated CD	Mean VERCUR-treated CD	% Genes UP
Inflammasome (Reactome)	*Aim2*	1.351	**1.121**	71.42
	*Bcl2*	0.735	0.799	
	*Nlrc4*	1.472	1.389	
	*Nlrp3*	1.548	**1.154**	
	*Pstpip1*	1.403	**1.055**	
	*Pycard*	1.415	**1.138**	
	*Txnip*	0.742	**0.981**	
MAPK signaling pathway and PI3K–AKT signaling pathway (KEGG)	*Bcl2*	0.7356	0.799	38.2
	*Bdnf*	0.669	**0.957**	
	*Cacng6*	1.585	1.390	
	*Col2a1*	1.252	**0.883**	
	*Col6a1*	1.306	**1.108**	
	*Creb3l3*	2.611	1.298	
	*Ddit4*	0.676	0.749	
	*Dusp1*	0.628	**0.839**	
	*Dusp4*	0.490	**0.927**	
	*Dusp5*	0.529	**0.881**	
	*Dusp9*	1.820	1.463	
	*Eif4ebp1*	1.496	1.404	
	*Epha2*	0.621	**0.935**	
	*Fas*	0.692	**0.887**	
	*Fgf5*	0.720	**0.796**	
	*Flt3*	0.744	**0.875**	
	*Gadd45a*	0.509	0.525	
	*Gadd45b*	0.632	0.782	
	*Gng8*	0.696	0.762	
	*Hspa1l*	1.385	1.850	
	*Hspb1*	0.537	0.474	
	*Il1r1*	0.689	0.793	
	*Il2rg*	1.354	0.797	
	*Itgb7*	1.692	1.314	
	*Nr4a1*	0.3749	0.612	
	*Ntf3*	1.989	2.065	
	*Ppp2r1b*	0.654	0.730	
	*Rac2*	1.310	**1.042**	
	*Rasgrp4*	1.561	1.203	
	*Relb*	0.737	0.768	
	*Sgk1*	0.465	0.471	
	*Tnxb*	0.787	1.084	
	*Vegfd*	1.431	1.211	
	*Vwf*	0.847	0.890	
NK-kB (KEGG)	*Bcl2*	0.735	0.799	50
	*Card14*	1.860	1.887	
	*Gadd45b*	0.632	0.782	
	*Il1r1*	0.689	0.766	
	*Lbp*	1.312	**1.194**	
	*Lck*	1.663	1.467	
	*Nfkbia*	0.711	0.743	
	*Pidd1*	1.308	**1.185**	
	*Relb*	0.737	0.768	
	*Zap70*	1.311	**1.035**	
GPCR ligand binding (Reactome)	*Adm*	0.645	**1.019**	48.1
	*Adrb3*	1.485	1.337	
	*Agtr2*	0.614	0.434	
	*Bdkrb2*	1.376	1.284	
	*Ccr1*	4.891	2.985	
	*Cxcr4*	0.702	**1.004**	
	*Cysltr1*	0.670	**0.837**	
	*Fzd4*	0.712	**1.010**	
	*Fzd5*	0.677	**0.813**	
	*Glp2r*	1.816	1.559	
	*Gng8*	0.696	0.762	
	*Grp*	1.305	**1.100**	
	*Grpr*	0.553	**1.157**	
	*Npffr1*	1.376	1.272	
	*Nts*	0.686	0.484	
	*Opn3*	1.264	**1.169**	
	*Oprd1*	0.724	**0.885**	
	*Qrfpr*	0.704	0.716	
	*P2ry1*	0.698	**0.850**	
	*Pomc*	1.366	**0.914**	
	*Ptgdr*	1.614	1.776	
	*Pthlh*	0.623	**0.932**	
	*Rxfp2*	0.715	**0.829**	
	*Tacr3*	1.515	1.242	
	*Tbxa2r*	1.930	1.664	
	*Trh*	1.663	1.394	
	*Trpc6*	1.479	**1.134**	
Extracellular matrix organization (Reactome)	*Adam12*	0.699	0.763	73.7
	*Adamts14*	1.461	**1.221**	
	*Adam19*	0.671	**0.815**	
	*Capn12*	1.369	**0.915**	
	*Col16a1*	1.313	**1.158**	
	*Col17a1*	1.617	1.495	
	*Col2a1*	1.252	**0.883**	
	*Col28a1*	1.362	**0.950**	
	*Col6a1*	1.306	**1.108**	
	*Col7a1*	1.441	1.293	
	*Ctsk*	1.326	**1.173**	
	*Dcn*	0.728	**0.992**	
	*Gdf5*	2.126	1.797	
	*Itgb7*	1.692	1.314	
	*Mmp19*	2.031	1.548	
	*Mmp25*	0.594	**0.865**	
	*Optc*	1.757	**1.152**	
	*Tmprss6*	1.621	1.597	
	*Tnxb*	0.698	**1.115**	
NOD-like receptor signaling pathway (KEGG)	*Aim2*	1.351	**1.121**	75
	*Bcl2*	0.735	0.799	
	*Card9*	1.321	**0.871**	
	*Gsdmd*	1.281	1.231	
	*Nfkbia*	0.711	0.743	
	*Nlrc4*	1.472	1.389	
	*Nlrp3*	1.548	**1.154**	
	*Nlrx1*	1.250	**1.175**	
	*Oas2*	1.451	2.067	
	*Pstpip1*	1.403	**1.055**	
	*Pycard*	1.415	**1.138**	
	*Txnip*	0.742	**0.981**	

## Discussion

In this work, we analyzed the effect of a treatment combining curcumin, the most abundant phenol in turmeric, and verapamil, a widely used medication, on the CD murine model of WBS. The neurobehavioral phenotype of CD mice recapitulates most of the cognitive features observed in WBS patients, such as motor discoordination, hypersociability, and anxiety-like/compulsive behavior (Segura-Puimedon et al., 2014).

A significant improvement after co-treatment was observed in motor discoordination, evaluated with the rotarod test. Due to its effect on the modulation of calcium channels, verapamil has been studied as a therapeutic approach for different motor impairments such as dystonia or alcohol-induced motor discoordination. However, it has not given positive results in any of the cases (Jinnah et al., 2000; Baliño et al., 2010). In the case of curcumin, results have been contradictory. On the one hand, it has been described to significantly improve gait impairments in a model of α-synuclein deficit (Spinelli et al., 2015). On the other hand, it has been associated with detrimental effects on motor coordination in Huntington’s disease murine model, without affecting locomotor function or muscle strength (Hickey et al., 2012). In our study, none of the individual treatments had any effect, while the combinatorial treatment prevented motor discoordination in CD animals. This result reinforces the idea that the mechanisms of action of both molecules are different and complementarity is needed to obtain positive effects on the CD phenotype.

A significant positive effect of co-treatment on the social behavior of CD animals is also observed. VERCUR-treated CD mice showed a significantly better preference score than VEH-treated mice. Previous studies have defined that curcumin causes an increase in the exploratory behavior of stressed rats in an open field test (Vasileva et al., 2018). Our results on the evaluation of exploration time in sociability were not in agreement with this finding. Although the total exploration time seems to be increased in the group of WT animals treated with curcumin, these differences do not reach significant values.

Anxiety is one of the most frequent psychiatric disorders among WBS patients and present in more than 70% of patients, but it has some particularities (Dykens, 2003; Leyfer et al., 2006; Ng et al., 2016; Ng-Cordell et al., 2018). Using the elevated plus maze test, verapamil has shown anxiolytic effects in mouse and rat models (Gopala Krishna et al., 2001; Biala and Budzynska, 2006). In the same test, the use of curcumin for the treatment of anxiety-related behaviors has obtained contradictory results (Gilhotra and Dhingra, 2010; Kulkarni et al., 2011). In the previous analysis, a strong altered phenotype has been described in CD mice in the MBT (Borralleras et al., 2015; Ortiz-Romero et al., 2018; Dasilva et al., 2020). Although the MBT may not model anxiety or compulsive behavior *per se*, it is a good tool as a screening test to identify drugs with therapeutic potential for the treatment of these disorders (Jimenez-Gomez et al., 2011; de Brouwer et al., 2019). We did not observe any significant difference in any treated CD mice in the performance of this test.

We next aimed at gaining deeper insights into the neuropathological substrates that underlie the behavioral alterations observed in CD mice. Interestingly, previous studies have observed an increased glia density in postmortem brains of WBS patients (Wilder et al., 2018).We assessed the activation levels of microglia in the MC and the HPC. Our data showed a consistent increase in microglia activation in the MC and the HPC of CD in comparison with WT mice. Since activated microglia in the brain is associated with either an M1 (pro-inflammatory) or an M2 (anti-inflammatory) state, we evaluated which one was specifically affecting each of these phenotypes. Our results revealed an increase in the co-expression of IBA1 and the pro-inflammatory cytokine IL-1β. Notably, VERCUR co-treatment prevented the enhancement of M1 pro-inflammatory microglia expressing IL-1β in the MC and HPC of CD mice. We could not appreciate differences between VEH-treated mice in the expression of the anti-inflammatory marker TFGβ1.

Therefore, we next investigated the possible alterations in the expression of genes related to the VERCUR co-treatment in the cortex of CD mice versus VEH-treated CD and WT mice. Our findings revealed major changes in the cortex of CD mice mostly related to the inflammasome and MAPK signaling systems. Thus, in genes such as *Nlrp3*, *Pycard*, *Aim2* (inflammasome) and *Bdnf*, *Rac2*, *Cacng6*, and pAKT (MAPK signaling), expression levels were significantly altered in the cortex of VEH-treated CD mice compared to WT mice, and they presented normalized expression after co-treatment. 

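Bdnf RNA (chromosome 2, 109674700 to 109727007) had 1702 ± 355 normalized counts in VEH-WT, 1356 ± 288 in VEH-CD and 1383 ± 112 in VERCUR-CD (SD, n = 3 each), a log2 fold change of -0.33 in VEH-CD against VEH-WT (adjusted p = 0.472) and of 0.05 in VERCUR-CD against VEH-CD (adjusted p = 0.958, limma, Benjamini-Hochberg). Rac2 (chromosome 15, 78559167 to 78572783) had 110.9 ± 8.16, 126.9 ± 29.8 and 116.2 ± 18.9 normalized counts in the same groups (SD, n = 3 each; log2 fold change 0.17 in VEH-CD, adjusted p = 0.765, limma, Benjamini-Hochberg). For RNA, the paper reasons from altered levels in VEH-CD and no difference from VEH-WT after co-treatment that inflammasome and MAPK signaling genes were normalized. For BDNF and pAKT it also compared protein levels of co-treated and vehicle-treated CD mice directly, by western blot, and reports a difference in each. The RNA values here do not test those protein results. The paper proposes that effects on these pathways could underlie the improvement of the treated mice.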

From the RNA-seq data, we specifically analyzed M1/M2-related genes. We observed that several M1-related genes (such as *Il18*, *Nos2*, *Socs3*) appear upregulated, while genes related to M2 show no changes (*Ccl17*, *Tgfβ1*, *Tgm2*) or appear downregulated (*Klf4* and *Mrc1*). 

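In the same comparison of VEH-CD with VEH-WT, Ccl17, Tgfb1 and Tgm2 had log2 fold changes of 0.05, 0.07 and -0.22 (standard errors 0.25, 0.12 and 0.13), with adjusted p = 0.958, 0.848 and 0.55 (limma, Benjamini-Hochberg). The direction of Ccl17 reversed without VEH-CD 1 (log2 fold change -0.12), without VEH-WT 2 (-0.07) and under quantile normalization, and that of Tgfb1 reversed without VEH-CD 1 (-0.01).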

The effect of co-treatment on all of them is variable. Finally, we also found decreased *Nfe2l2* gene expression in the cortex of CD mice treated with vehicle compared to WT controls. 

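For Nfe2l2, VERCUR-WT had 611.1 ± 18.7 normalized counts (SD, n = 3), a log2 fold change of -0.16 against VEH-WT. The difference between the effect of the co-treatment in CD and in WT mice was tested as an interaction, and was 0.31 on the log2 scale (standard error 0.13, unadjusted p = 0.0379, adjusted p = 0.816, limma with Benjamini-Hochberg adjustment).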

Remarkably, VERCUR co-treatment increased *Nfe2l2* expression specifically in the cortex of CD mice.

A novel treatment targeting MAPK-related pathways has been described to improve motor function in a mouse model of Rett syndrome (Adams et al., 2020), and a BDNF increase in the motor-related cortex has been associated with improvements in motor coordination in the mouse (Krishnan and Nestler, 2008; Inoue et al., 2018). Thus, we suggest that the downregulation of *Bdnf* and its relation with MAPK signaling pathways may at least be partly responsible for the neurocognitive phenotype of CD animals, which is consistent with what has been described in previous studies (Segura-Puimedon et al., 2013; Borralleras et al., 2015; Ortiz-Romero et al., 2018). The positive effect of VERCUR co-treatment could be attributed to a combination of the different properties of each molecule. Curcumin has been described to induce *Bdnf* expression (Zhang et al., 2012; Nam et al., 2014), thus suggesting that this molecule is mainly responsible for the *Bdnf* increased expression in treated CD animals. However, previous studies in our group had determined that solely the increase of *Bdnf* expression is not enough to improve the cognitive features of these animals (Ortiz-Romero et al., 2018). It has been described that BDNF action is highly related to a tightly controlled ionic homeostasis (Li et al., 1999; Numakawa et al., 2001; Adasme et al., 2011). Ionic signaling, especially regarding calcium, is closely related to MAPK signaling pathways as they include many calcium-dependent proteins. Although more studies are needed on this topic, the results of this work suggest that verapamil is also modifying these affected pathways by contributing to the regulation of ionic homeostasis, which is crucial for the proper action of BDNF.

Additionally, in agreement with previous reports that correlate curcumin with the increase of *Nfe2l2* expression and nuclear translocation (Tapia et al., 2012; Fattori et al., 2015), *Nfe2l2* expression levels are normalized in VERCUR-treated CD mice. Since ROS was shown to regulate the activation of the NLRP3 inflammasome (Tschopp and Schroder, 2010), a high number of reports have demonstrated anti-inflammatory effects of NRF2-activating substances (including curcumin (Xu et al., 2018)) in different disease models associated with NLRP3 inflammasome inhibition (Hennig et al., 2018). Our results show that, after treatment with VERCUR, there is normalization in the expression levels of *Nlrp3* and *Aim2*, which could be due to the increase in the expression of *Nfe2l2*. However, *Nlcr4* levels do not change after treatment, which would be in line with previous studies showing that the NLRC4 inflammasome is not affected by *Nfe2l2* (Zhao et al., 2014).

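Nlrc4 (chromosome 17, 74425438 to 74459142) had 10.71 ± 2.78 normalized counts in VEH-WT, 15.77 ± 4.28 in VEH-CD and 14.87 ± 2.03 in VERCUR-CD (SD, n = 3 each). VERCUR-CD against VEH-CD had a log2 fold change of -0.06 (adjusted p = 0.974) and VEH-CD against VEH-WT one of 0.51 (adjusted p = 0.53, limma, Benjamini-Hochberg).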

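The 26 genes of the paper's GPCR ligand binding list that were tested had a median log2 fold change of -0.23 in VEH-CD against VEH-WT, with 12 higher and 14 lower (adjusted p = 0.493, limma's fry, Benjamini-Hochberg). Of the 26, 15 had an unadjusted p under 0.05 (limma), on the samples that the list was chosen on. The directional list test cannot show changes that go both ways. The 19 extracellular matrix genes had a median of 0.22, with 14 higher and 5 lower (adjusted p = 0.0648, limma's fry, Benjamini-Hochberg), and none passed limma's threshold adjusted over the list alone. The matrix list passed the threshold without the intensity trend (adjusted p = 0.032), with sample quality weights (0.024) and without VEH-WT 2 (0.0308), each from limma's fry with Benjamini-Hochberg adjustment.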

GPCR ligand binding–related and extracellular matrix organization–related pathways were also found altered in cortical tissue of CD animals. GPCR activation is involved in a wide variety of physiological processes that include behavioral modulation through neurotransmitter-dependent activation, and deregulation of this process has been related with mood disorders and depression (Grammatopoulos, 2017). Conservation of extracellular matrix structures in the central nervous system has been described as fundamental for processes such as cell migration, neural growth, synaptogenesis, and synaptic plasticity, among others (Song and Dityatev, 2018). Interestingly, routes regarding extracellular matrix function have already been described as disease-relevant pathways in transcriptomic analysis performed on human WBS cell lines (Henrichsen et al., 2011; Khattak et al., 2015). Co-treatment was able to recover the deficits found in genes related to the organization of the extracellular matrix. 

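Of the 19 extracellular matrix genes, 4 were higher and 15 lower in VERCUR-CD than in VEH-CD, a difference that passed the threshold with sample quality weights but not in the test without them. The interaction of genotype and treatment for this list had a median of -0.30 (adjusted p = 0.127, limma's fry with Benjamini-Hochberg adjustment). It too passed with these weights (median -0.33, adjusted p = 0.0196, limma's fry, Benjamini-Hochberg). No list passed in the interaction with weights estimated gene by gene, chosen after seeing the data.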

Unfortunately, in our analyses, this recovery at the molecular level is not reflected at the neuroanatomical level, since the treated animals are similar to the untreated ones.

Taking into account the limitations of the study, especially the RNA-seq results that need further validation, the results suggest that the behavioral improvements observed in CD animals after treatment could be due to its effect on the inflammasome-related and MAPK and PI3K/AKT signaling–related pathways. Altogether, the evaluation of gene expression in the cerebral cortex contributes to the unraveling of mechanisms involved in the WBS cognitive profile. Nonetheless, it has to be taken into account that the same deletion is present in all tissues of the organism. Thus, it has to be considered that the observed alterations may have consequences in other organs and systems besides the brain, as all of the affected pathways are ubiquitously expressed and have a high relevance in a wide variety of cell processes.

In conclusion, we suggest that the hemizygous loss of WBSCR in the cerebral cortex of CD mice has a direct effect on the neuroinflammatory state of the brain, as well as on the expression of some genes related to synaptic signaling or extracellular matrix structure, which are crucial for a proper neural function. This may at least be partly responsible for the behavioral phenotype observed in CD animals. A treatment combining verapamil and curcumin is able to address different molecular targets and rescue some of those pathways, being a promising therapeutic approach for the cognitive phenotype of WBS patients.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Co-Treatment With Verapamil and Curcumin Attenuates the Behavioral Alterations Observed in Williams–Beuren Syndrome Mice by Regulation of MAPK Pathway and Microglia Overexpression
**Source:** Front Pharmacol. 2021 Aug 3;12:670785. doi: 10.3389/fphar.2021.670785
**Supplement:** Supplementary file 1

## *Supplementary Material*

### **1 Supplementary Data**

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables. All supplementary files are deposited to FigShare for permanent storage and receive a DOI.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article. To avoid discrepancies between the published article and the supplementary material, please do not add the title, author list, affiliations or correspondence in the supplementary files.

### **2 Supplementary Figures and Tables**

#### **2.1 Supplementary Figures**

**Supplementary Figure 1: Treatment intake and body weight**

**A.** The amount of drink per cage was quantified and normalized to the number of animals per cage (2 to 4) and to the time between each change (48 to 60 hours). Consumption was not significantly different between groups ( $F_{2,005,30.08} = 0.4796$ ,  $p = 0.6242$ ).

**B.** Daily intake was not significantly different among VEH-WT and the rest of the groups ( $F_{3,41} = 0.9419$ ,  $p = 0.4292$ ). A significant effect of genotype is observed because CD mice drink less regardless of treatment ( $F_{1,41} = 8.402$ ,  $p = 0.006$ ).

**C.** None of the treatments changed the reduced body weight presented by CD mice compared to WT mice (effect of genotype  $F_{1,84} = 146.4$ ,  $p < 0.0001$ ).

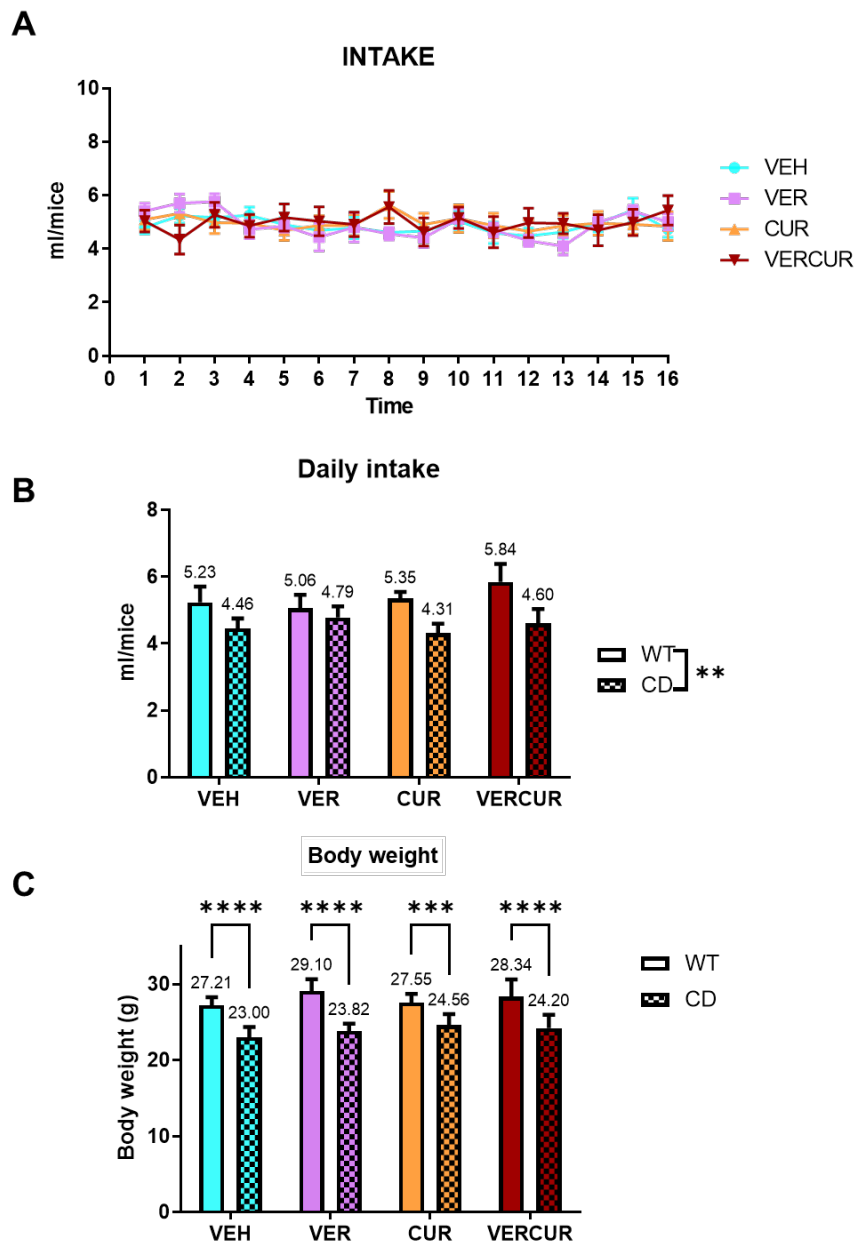

**Supplementary Figure 2: WSCR genes expression analyses**

Expression values were relativized according to the average expression of the WT animals for each gene. Expression analysis of the 20 genes included in the WS critical region (WSCR) represented in the RNAseq. 

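For the 19 WBSCR genes analysed, the median log2 fold change of VERCUR-CD against VEH-CD was -0.08, from -0.22 in Lat2 to -0.01 in Rfc2. All 19 were lower in VERCUR-CD, none had an adjusted p under 0.05 (smallest 0.867, limma, Benjamini-Hochberg), and 1 had an unadjusted p under 0.05. As a list, the genes had an adjusted p of 0.324 and, with sample quality weights, one of 0.00953 (limma's fry, Benjamini-Hochberg). In VERCUR-WT against VEH-WT the median was 0.01, with 8 of the 19 genes lower and none past the threshold.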

VERCUR cotreatment don't change the expression levels of any of this genes. Data are presented as mean  $\pm$  SEM of n=3 mice.

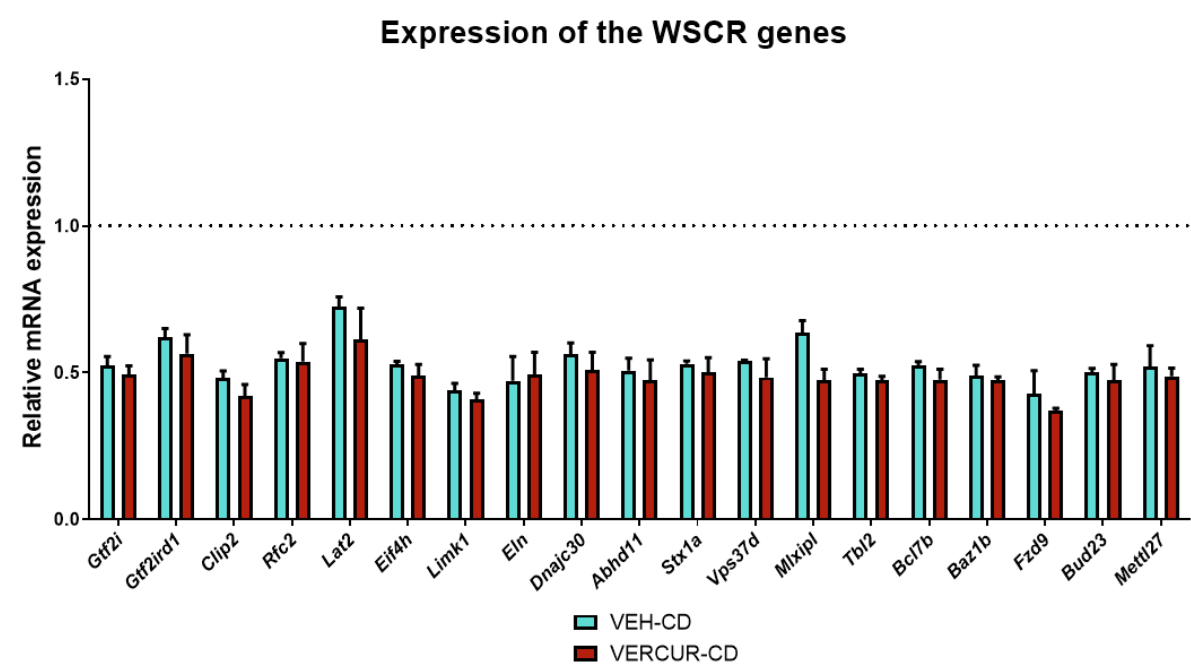

**Supplementary Figure 3: Rotarod analysis of WT mice after treatment**

None of the treatments had any effect in the performance of WT mice in this test. Data are presented as mean $\pm$ SEM of n=7-11 mice.

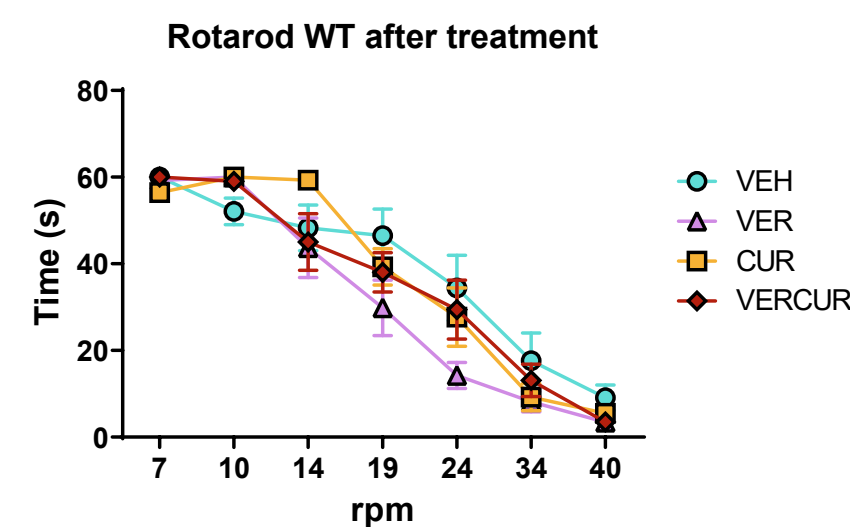

**Supplementary Figure 4: Activity in the Sociability interaction test**

No differences were observed, neither in genotype ( $F_{1,69} = 1.235$ ;  $p = 0.2704$ ) nor in treatment ( $F_{3,69} = 1.166$ ;  $p = 0.3291$ ) in the activity of the animals during the social interaction test. Data are presented as mean  $\pm$  SEM of  $n = 8-11$  mice.

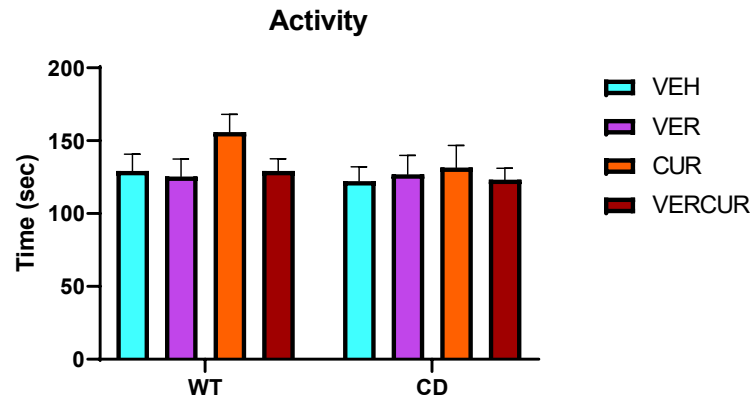

### Supplementary Figure 5: Neuroanatomical Alterations in CD mice

**A:** We observed that none of the treatments had any effect in the recovery of a normal brain weight with a significant effect of genotype ( $F_{1,67}=171.2, p<0.0001$ ) but no effect of treatment ( $F_{3,67}=0.2753, p=0.8431$ ).

CD animals presented a significant reduction of the number of YFP+ neurons in both the MC (**B**) (effect of genotype:  $F_{1,25}=168.5, p<0.0001$ ) and the HPC (**C**) (effect of genotype  $F_{1,25}=218.8, p<0.0001$ ). None of the treatments had any effect on the recovery of the number of YFP+ neurons, neither in the MC ( $F_{3,25}=2.681, p=0.0686$ ) nor in the HPC ( $F_{3,25}=1.427, p=0.2586$ )

Data are presented as mean  $\pm$  SEM of  $n=8-11$  (brain weight),  $n=3-5$  mice (YFP quantification). *P* values are shown with asterisks indicating values that are significantly different in two-way ANOVA \*\*\*\* $p<0.0001$ .

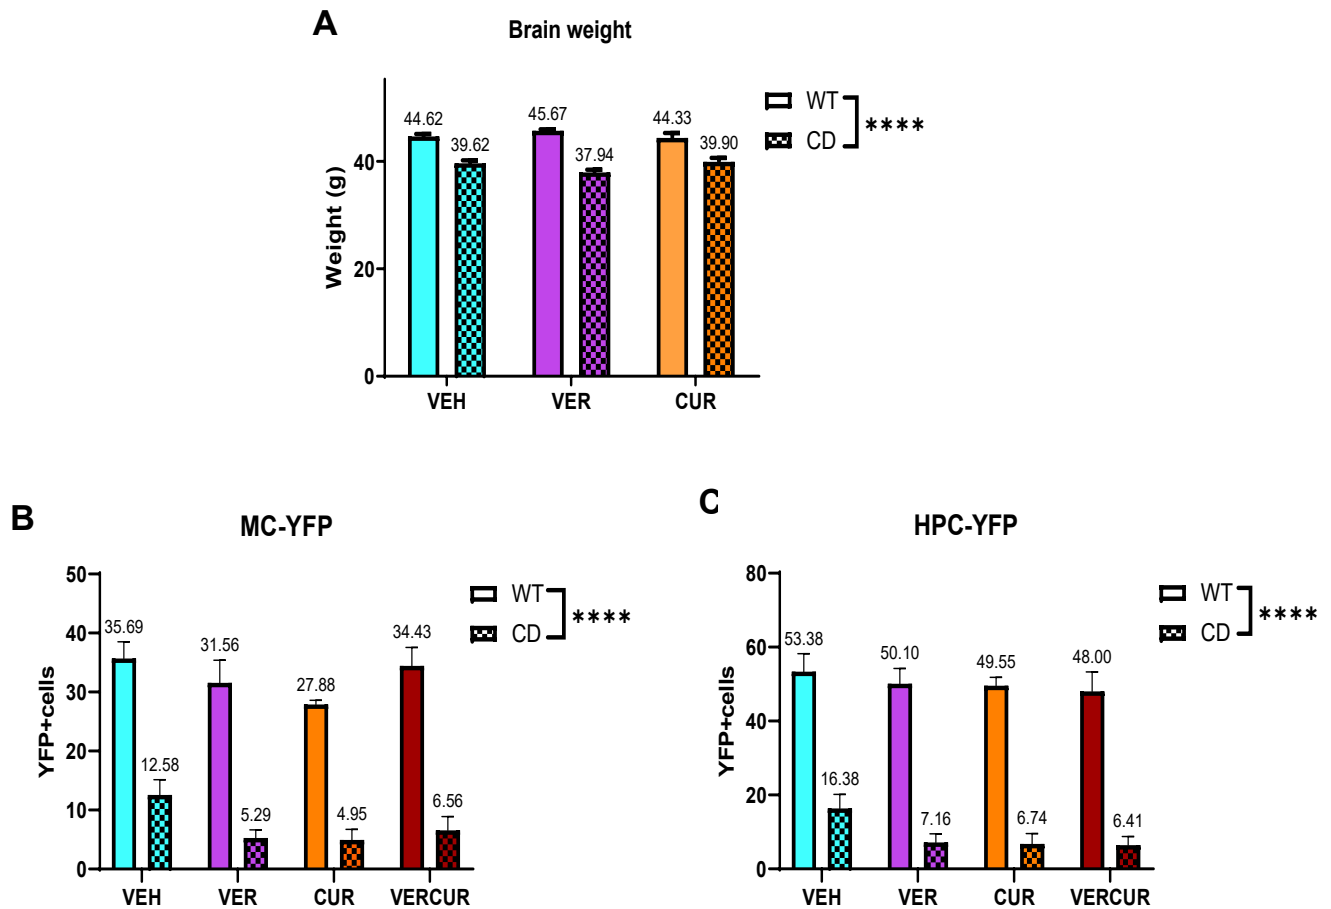

**Supplementary Figure 6: TGF $\beta$  expression in VEH-treated mice**

Quantification of TGF $\beta$  in the cortex (**A**) and in hippocampus (**B**) of VEH-treated WT and CD mice. There are no significant differences in any of the regions analyzed (Mann Whitney test; cortex:  $p = 0.6095$ ; Hippocampus:  $p = 0.8571$ ). Data are presented as mean  $\pm$  SEM of  $n=4-6$ .

In the right representative western blot immunoblotted with anti- TGF $\beta$ . Bellow, ponceau staining for loading control.

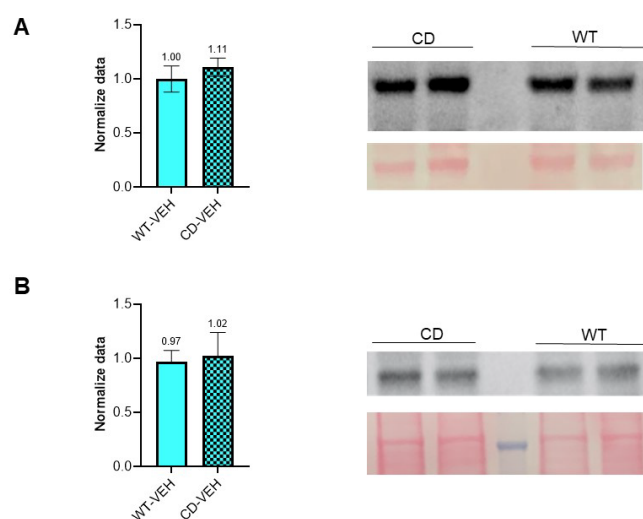**2.2 Supplementary Tables**

**Supplementary Table 1:** Friedman Test and Kruskal-Wallis test with Dunn's multiple comparisons test of Motor Coordination

**Friedman test**

|                    |         |
|--------------------|---------|
| P value            | <0.0001 |
| Number of groups   | 8       |
| Friedman statistic | 42.24   |

**Kruskal-Wallis test 7 rpm**

|                          |        |
|--------------------------|--------|
| P value                  | 0.0001 |
| Number of groups         | 8      |
| Kruskal-Wallis statistic | 29.14  |

**Dunn's multiple comparisons test**

|                     |         |
|---------------------|---------|
| WT-VEH vs CD-VEH    | 0.0096  |
| WT-VEH vs CD-VER    | 0.0104  |
| WT-VEH vs CD-CUR    | 0.0446  |
| WT-VEH vs CD-VERCUR | >0.9999 |

|                                   |        |
|-----------------------------------|--------|
| WT-VEH vs CD-VER                  | 0.0002 |
| WT-VEH vs CD-CUR                  | 0.0033 |
| WT-VEH vs CD-VERCUR               | 0.2166 |
| <b>Kruskal-Wallis test 40 rpm</b> |        |
| P value                           | 0.2919 |
| Number of groups                  | 8      |
| Kruskal-Wallis statistic          | 8.484  |

**Supplementary Table 2:** Two-way ANOVA of Sociability Test

| <b>Preference Score</b>                  |                         |                |
|------------------------------------------|-------------------------|----------------|
| <b>Source of variation</b>               | <b>F (DFn, DFd)</b>     | <b>P value</b> |
| Interaction                              | F (3, 69) = 2.876       | 0.0423         |
| Genotype                                 | F (1, 69) = 41.09       | <0.0001        |
| Treatment                                | F (3, 69) = 2.970       | 0.0378         |
| <b>Bonferroni's multiple comparisons</b> |                         |                |
|                                          | <b>Adjusted P Value</b> |                |
| WT-VEH vs CD-VEH                         | 0.0064                  |                |
| WT-VEH vs CD-VER                         | 0.0133                  |                |
| WT-VEH vs CD-CUR                         | 0.0211                  |                |
| WT-VEH vs CD-VERCUR                      | >0.9999                 |                |
| CD-VEH vs CD-VERCUR                      | 0.0469                  |                |
| <b>Activity</b>                          |                         |                |
| <b>Source of variation</b>               | <b>F (DFn, DFd)</b>     | <b>P value</b> |
| Interaction                              | F (3, 69) = 0.4913      | 0.7242         |
| Genotype                                 | F (1, 69) = 1.235       | 0.2704         |
| Treatment                                | F (3, 69) = 1.166       | 0.3291         |

**Supplementary Table 3:** Two-way ANOVA of Marble Burying Test

| Source of variation                      | F (DFn, DFd)            | P value |
|------------------------------------------|-------------------------|---------|
| Interaction                              | F (3, 70) = 0.7893      | 0.5039  |
| Genotype                                 | F (1, 70) = 197.9       | <0.0001 |
| Treatment                                | F (3, 70) = 4.240       | 0.0082  |
| <b>Bonferroni's multiple comparisons</b> |                         |         |
|                                          | <b>Adjusted P Value</b> |         |
| WT-VEH vs CD-VEH                         | <0.0001                 |         |
| WT-VEH vs CD-VER                         | <0.0001                 |         |
| WT-VEH vs CD-CUR                         | <0.0001                 |         |
| WT-VEH vs CD-VERCUR                      | <0.0001                 |         |
| WT-VEH vs WT-VER                         | >0.9999                 |         |
| WT-VEH vs WT-CUR                         | >0.9999                 |         |
| WT-VEH vs WT-VERCUR                      | >0.9999                 |         |

**Supplementary Table 4:** Statistical analysis of Neuroanatomy**Two-way ANOVA of Brain weight**

| <b>Source of Variation</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
|----------------------------|---------------------|----------------|
| Interaction                | F (3, 67) = 2.468   | 0.0696         |
| Genotype                   | F (1, 67) = 171.2   | <0.0001        |
| Treatment                  | F (3, 67) = 0.2753  | 0.8431         |

**Two-way ANOVA of YFP+Cells-MC**

| <b>Source of Variation</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
|----------------------------|---------------------|----------------|
| Interaction                | F (3, 25) = 0.4021  | 0.7527         |
| Genotype                   | F (1, 25) = 168.5   | <0.0001        |
| Treatment                  | F (3, 25) = 2.681   | 0.0686         |

**Two-way ANOVA of YFP+Cells-HPC**

| <b>Source of Variation</b> | <b>F (DFn, DFd)</b> | <b>P value</b> |
|----------------------------|---------------------|----------------|
| Interaction                | F (3, 25) = 0.2273  | 0.8765         |
| Genotype                   | F (1, 25) = 218.8   | <0.0001        |
| Treatment                  | F (3, 25) = 1.427   | 0.2586         |

**Supplementary Table 5:** Statistical analysis of Microglia**Two-way ANOVA of IBA 1 in MC**

| Source of Variation                           | F (DFn, DFd)            | P value |
|-----------------------------------------------|-------------------------|---------|
| Interaction                                   | F (1, 25) = 9.438       | 0.0051  |
| Treatment                                     | F (1, 25) = 45.87       | <0.0001 |
| Genotype                                      | F (1, 25) = 38.27       | <0.0001 |
| <b>Bonferroni's multiple comparisons test</b> | <b>Adjusted P Value</b> |         |
| WT-VEH vs CD-VEH                              |                         | <0.0001 |
| WT-VEH vs CD-VERCUR                           |                         | >0.9999 |
| WT-VEH vs WT-VERCUR                           |                         | 0.0978  |
| CD-VEH vs CD-VERCUR                           |                         | <0.0001 |

**Two-way ANOVA of IBA 1 in HPC**

| Source of Variation | F (DFn, DFd)      | P value |
|---------------------|-------------------|---------|
| Interaction         | F (1, 25) = 1.856 | 0.1853  |
| Treatment           | F (1, 25) = 5.988 | 0.0218  |
| Genotype            | F (1, 25) = 12.90 | 0.0014  |

**Two-way ANOVA of IL-1b in MC**

| Source of Variation                           | F (DFn, DFd)            | P value |
|-----------------------------------------------|-------------------------|---------|
| Interaction                                   | F (1, 25) = 24.56       | <0.0001 |
| Treatment                                     | F (1, 25) = 36.85       | <0.0001 |
| Genotype                                      | F (1, 25) = 34.37       | <0.0001 |
| <b>Bonferroni's multiple comparisons test</b> | <b>Adjusted P Value</b> |         |
| WT-VEH vs CD-VEH                              |                         | <0.0001 |
| WT-VEH vs CD-VERCUR                           |                         | >0.9999 |
| WT-VEH vs WT-VERCUR                           |                         | >0.9999 |
| CD-VEH vs CD-VERCUR                           |                         | <0.0001 |

**Two-way ANOVA of IL-1b in HPC**

| Source of Variation                           | F (DFn, DFd)            | P value |
|-----------------------------------------------|-------------------------|---------|
| Interaction                                   | F (1, 25) = 2.887       | 0.0031  |
| Treatment                                     | F (1, 25) = 6.024       | 0.0008  |
| Genotype                                      | F (1, 25) = 5.496       | 0.0006  |
| <b>Bonferroni's multiple comparisons test</b> | <b>Adjusted P Value</b> |         |
| WT-VEH vs CD-VEH                              |                         | 0.0001  |
| WT-VEH vs CD-VERCUR                           |                         | >0.9999 |
| WT-VEH vs WT-VERCUR                           |                         | >0.9999 |
| CD-VEH vs CD-VERCUR                           |                         | 0.0002  |

| Mann Whitney test of TGFβ in Cortex | U | P value |
|-------------------------------------|---|---------|
| Cortex                              | 9 | 0.6095  |
| Hippocampus                         | 9 | 0.8571  |

**Supplementary Table 6:** List of the TOP 50 downregulated and Upregulated genes

| TOP 50 Downregulated  |                      |             |                |
|-----------------------|----------------------|-------------|----------------|
| ENSMUSG-ID            | ID                   | Mean VEH-CD | Mean VERCUR-CD |
| ENSMUSG00000039997.16 | <i>Ifi203</i>        | 0,348983643 | 0,536204235    |
| ENSMUSG00000024042.7  | <i>Sik1</i>          | 0,386996917 | 0,670001663    |
| ENSMUSG00000034732.4  | <i>Pabpc5</i>        | 0,405282423 | 0,731954733    |
| ENSMUSG00000074170.5  | <i>Plekhf1</i>       | 0,41468441  | 0,452475973    |
| ENSMUSG00000015702.13 | <i>Anxa9</i>         | 0,41808629  | 1,421389519    |
| ENSMUSG00000006764.8  | <i>Tph2</i>          | 0,4275309   | 0,631133782    |
| ENSMUSG00000034936.2  | <i>Arl4d</i>         | 0,440062518 | 0,663663814    |
| ENSMUSG00000034640.9  | <i>Tiparp</i>        | 0,456783995 | 0,696754443    |
| ENSMUSG00000032515.8  | <i>Csrnp1</i>        | 0,459576168 | 0,726705454    |
| ENSMUSG00000030787.4  | <i>Lyve1</i>         | 0,461300882 | 0,631605128    |
| ENSMUSG00000024427.6  | <i>Spry4</i>         | 0,461340128 | 0,756686652    |
| ENSMUSG00000019970.15 | <i>Sgk1</i>          | 0,46529929  | 0,471987981    |
| ENSMUSG00000005124.10 | <i>Wisp1</i>         | 0,47265273  | 0,675172642    |
| ENSMUSG00000023232.17 | <i>Serinc2</i>       | 0,479939088 | 0,612273739    |
| ENSMUSG00000040298.6  | <i>Btbd16</i>        | 0,486687401 | 0,649812423    |
| ENSMUSG00000029641.8  | <i>Rasl11a</i>       | 0,487319758 | 0,634220111    |
| ENSMUSG00000037465.10 | <i>Klf10</i>         | 0,489450943 | 0,649050024    |
| ENSMUSG00000031530.6  | <i>Dusp4</i>         | 0,490155833 | 0,927443584    |
| ENSMUSG00000094786.1  | <i>Gm14403</i>       | 0,494628012 | 0,423999306    |
| ENSMUSG00000022769.9  | <i>Sdf2l1</i>        | 0,496297155 | 0,507753103    |
| ENSMUSG00000078866.10 | <i>Zfp970</i>        | 0,498476893 | 0,534981018    |
| ENSMUSG00000028214.13 | <i>Gem</i>           | 0,507226979 | 0,66659189     |
| ENSMUSG00000015890.2  | <i>Amdhd1</i>        | 0,511609576 | 0,666004972    |
| ENSMUSG00000055148.7  | <i>Klf2</i>          | 0,514962481 | 0,566931336    |
| ENSMUSG00000040170.13 | <i>Fmo2</i>          | 0,515795186 | 0,85292683     |
| ENSMUSG00000037992.16 | <i>Rara</i>          | 0,521018761 | 0,559406489    |
| ENSMUSG00000073158.4  | <i>9030624G23Rik</i> | 0,526585295 | 0,55496269     |
| ENSMUSG00000034765.6  | <i>Dusp5</i>         | 0,529014939 | 0,88159771     |
| ENSMUSG00000028680.14 | <i>Plk3</i>          | 0,530060839 | 0,755284108    |
| ENSMUSG00000051678.4  | <i>Pcdhb6</i>        | 0,531541899 | 0,597623225    |
| ENSMUSG00000004951.10 | <i>Hspb1</i>         | 0,537998949 | 0,474504863    |
| ENSMUSG00000022367.7  | <i>Has2</i>          | 0,53915411  | 0,843441436    |
| ENSMUSG00000021464.14 | <i>Ror2</i>          | 0,539486693 | 0,993362668    |
| ENSMUSG00000040812.14 | <i>Agbl2</i>         | 0,541919585 | 0,681546383    |
| ENSMUSG00000019848.14 | <i>Popdc3</i>        | 0,554067944 | 0,506816815    |
| ENSMUSG00000039457.4  | <i>Ppl</i>           | 0,558201204 | 0,607014596    |
| ENSMUSG00000047330.8  | <i>Kcne4</i>         | 0,55822905  | 0,724447742    |

|                       |                |             |             |
|-----------------------|----------------|-------------|-------------|
| ENSMUSG00000041301.15 | <i>Cftr</i>    | 0,56001384  | 0,793214998 |
| ENSMUSG00000050919.9  | <i>Zfp366</i>  | 0,560835325 | 0,811177096 |
| ENSMUSG00000037482.2  | <i>Erv3</i>    | 0,567555099 | 0,538114735 |
| ENSMUSG00000039634.12 | <i>Zfp189</i>  | 0,569922613 | 0,99319742  |
| ENSMUSG00000037112.16 | <i>Sik2</i>    | 0,57803539  | 0,480872311 |
| ENSMUSG00000091405.2  | <i>Hist2h4</i> | 0,578884758 | 0,581370777 |
| ENSMUSG00000109293.1  | <i>Dcst2</i>   | 0,580347286 | 0,908775565 |
| ENSMUSG00000039676.4  | <i>Capsl</i>   | 0,581570979 | 0,787983212 |
| ENSMUSG00000048534.7  | <i>Jaml</i>    | 0,583471551 | 0,820073392 |
| ENSMUSG00000061816.15 | <i>Myl1</i>    | 0,583505887 | 0,823037669 |
| ENSMUSG00000043832.13 | <i>Clec4a3</i> | 0,584104772 | 0,928522514 |
| ENSMUSG00000069727.5  | <i>Zfp975</i>  | 0,584234849 | 0,614783083 |
| ENSMUSG00000035621.13 | <i>Midn</i>    | 0,584654504 | 0,799069887 |

#### TOP 50 Upregulated

|                       |                      |             |             |
|-----------------------|----------------------|-------------|-------------|
| ENSMUSG00000025804.5  | <i>Ccr1</i>          | 4,891969222 | 2,985885629 |
| ENSMUSG00000094777.2  | <i>Hist1h2ap</i>     | 3,725802935 | 4,740589031 |
| ENSMUSG00000001493.9  | <i>Meox1</i>         | 3,344147255 | 2,248741179 |
| ENSMUSG00000042102.7  | <i>Dmgdh</i>         | 3,231422342 | 3,336435202 |
| ENSMUSG00000024124.10 | <i>Prss30</i>        | 2,98095855  | 3,533839072 |
| ENSMUSG00000034762.9  | <i>Glis1</i>         | 2,78954374  | 1,592887859 |
| ENSMUSG00000035041.8  | <i>Creb3l3</i>       | 2,611737805 | 1,494817073 |
| ENSMUSG00000074210.3  | <i>E130208F15Rik</i> | 2,605543191 | 2,571718838 |
| ENSMUSG00000094152.5  | <i>Slc6a16</i>       | 2,602728939 | 2,048253534 |
| ENSMUSG00000092124.1  | <i>B930094E09Rik</i> | 2,592499181 | 1,489039728 |
| ENSMUSG00000041202.12 | <i>Pla2g2d</i>       | 2,454332553 | 2,71090294  |
| ENSMUSG00000042895.6  | <i>Abra</i>          | 2,40436573  | 1,834576014 |
| ENSMUSG00000037962.7  | <i>Rflna</i>         | 2,365999878 | 2,001353403 |
| ENSMUSG00000019368.13 | <i>Sec14l4</i>       | 2,313978574 | 2,232229775 |
| ENSMUSG00000090317.1  | <i>Gm17324</i>       | 2,269498818 | 1,64294922  |
| ENSMUSG00000032015.16 | <i>Pou2f3</i>        | 2,238399006 | 2,149540122 |
| ENSMUSG00000039098.3  | <i>Gm9767</i>        | 2,192653433 | 1,390177301 |
| ENSMUSG00000046610.14 | <i>Oacyl</i>         | 2,182646431 | 1,749083176 |
| ENSMUSG00000047257.13 | <i>Prss45</i>        | 2,165913867 | 1,845481022 |
| ENSMUSG00000000320.10 | <i>Alox12</i>        | 2,144391689 | 1,62093523  |
| ENSMUSG00000055235.11 | <i>Wdr86</i>         | 2,132439568 | 2,354902523 |
| ENSMUSG00000038259.4  | <i>Gdf5</i>          | 2,12615494  | 1,797085999 |
| ENSMUSG00000027456.8  | <i>Sdcbp2</i>        | 2,113774048 | 1,648650878 |
| ENSMUSG00000050621.7  | <i>Rps27rt</i>       | 2,057248974 | 1,376070656 |
| ENSMUSG00000079051.5  | <i>Gm14025</i>       | 2,057182373 | 1,32407773  |
| ENSMUSG00000040632.16 | <i>Nrl</i>           | 2,050549734 | 1,275468174 |
| ENSMUSG00000096140.2  | <i>Ankrd66</i>       | 2,038567709 | 2,076095281 |
| ENSMUSG00000028860.13 | <i>Syt11</i>         | 2,03390529  | 1,490862557 |
| ENSMUSG00000025355.7  | <i>Mmp19</i>         | 2,031675875 | 1,548066298 |
| ENSMUSG00000032717.14 | <i>Mdfr</i>          | 1,994846943 | 1,793076711 |

|                       |                  |              |              |
|-----------------------|------------------|--------------|--------------|
| ENSMUSG00000049107.13 | <i>Ntf3</i>      | 1,989050995  | 2,065151362  |
| ENSMUSG00000071497.3  | <i>Nutf2-ps1</i> | 1,972574672  | 1,534807276  |
| ENSMUSG00000066878.5  | <i>Gm10184</i>   | 1,957507205  | 1,859719759  |
| ENSMUSG00000034881.8  | <i>Tbxa2r</i>    | 1,930958942  | 1,664141499  |
| ENSMUSG00000044006.8  | <i>Cilp2</i>     | 1,909356945  | 1,42166311   |
| ENSMUSG00000053318.7  | <i>Slamf8</i>    | 1,876998974  | 1,808240508  |
| ENSMUSG00000046750.17 | <i>Selenov</i>   | 1,872842035  | 1,414601698  |
| ENSMUSG00000028011.16 | <i>Tdo2</i>      | 1,863005171  | 0,901047593  |
| ENSMUSG00000013483.14 | <i>Card14</i>    | 1,8601762820 | 1,8878205128 |
| ENSMUSG00000045915.15 | <i>Ccdc42</i>    | 1,855891529  | 1,570499552  |
| ENSMUSG00000046245.13 | <i>Pilra</i>     | 1,854700781  | 1,910051684  |
| ENSMUSG00000096753.7  | <i>Fam181a</i>   | 1,853808488  | 1,876249925  |
| ENSMUSG00000051224.13 | <i>Tceanc</i>    | 1,8327315    | 1,643857188  |
| ENSMUSG00000075122,5  | <i>Cd80</i>      | 1,832406892  | 1,3110061145 |
| ENSMUSG00000048070.4  | <i>Pirt</i>      | 1,8261485    | 2,479752217  |
| ENSMUSG00000031383.8  | <i>Dusp9</i>     | 1,820406723  | 1,46364426   |
| ENSMUSG00000024430.14 | <i>Cabyr</i>     | 1,820095982  | 1,535612569  |
| ENSMUSG00000049928.15 | <i>Glp2r</i>     | 1,816858953  | 1,559896426  |
| ENSMUSG00000035692.6  | <i>Isg15</i>     | 1,810119909  | 1,154789323  |
| ENSMUSG00000056162.13 | <i>Cndp1</i>     | 1,808070451  | 1,263666461  |

**Supplementary Table 7:** Pathway involvement of the differentially expressed genes between vehicle-treated WT and CD mice

| Pathway                              | Source   | <i>p</i> value | <i>q</i> value | Included genes                                                                                                                                                                 |
|--------------------------------------|----------|----------------|----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Inflammasomes                        | Reactome | 4,60E-08       | 1,09E-05       | <i>Nlrp3; Aim2; Txnip; Nlr4; Pycard; Pstpip1; Bcl2</i>                                                                                                                         |
| MAPK signaling pathway               | KEGG     | 3,90E-05       | 0.00307        | <i>Fas; Ntf3; Rac2; Rasgrp4; Hspb1; Fgf5; Gadd45a; Gadd45b; Nr4a1; Eph2; Vegfd; Dusp9; Il1r1; Relb; Dusp5; Dusp4; Bdnf; Dusp1; Flt3; Cacng6; Hspa11</i>                        |
| NF-kappa B signaling pathway         | KEGG     | 0.00018        | 0.00884        | <i>Lbp; Gadd45b; Nfkb1a; Pidd1; Zap70; Relb; Card14; Lck; Il1r1; Bcl2</i>                                                                                                      |
| GPCR ligand binding                  | Reactome | 0.00027        | 0.01072        | <i>Glp2r; Tbx2r; Ccr1; Ptgd; Opn3; Cyslr1; Adm; Fzd4; Fzd5; Rxfp2; Pthlh; Cxcr4; Trh; Grp; Npffr1; Pomc; Grpr; P2ry1; Tacr3; Bdkrb2; Nts; Adrb3; Oprd1; Agtr2; Qrfpr; Gng8</i> |
| Extracellular matrix organization    | Reactome | 0.00031        | 0.01072        | <i>Dcn; Ctsk; Adamts14; Col7a1; Itgb7; Tnxb; Capn12; Tmprss6; Mmp19; Mmp25; Adam12; Optc; Col28a1; Gdf5; Col6a1; Adam19; Col16a1; Col2a1; Col17a1</i>                          |
| Class A/1 (Rhodopsin-like receptors) | Reactome | 0.00050        | 0.01505        | <i>Trh; Grpr; Bdkrb2; Grp; Tbx2r; Tacr3; Qrfpr; Rxfp2; Npffr1; Ccr1; Pomc; Adrb3; Oprd1; Cxcr4; Ptgd; Agtr2; P2ry1; Opn3; Nts; Cyslr1</i>                                      |

|                                             |          |         |         |                                                                                                                                                                                              |
|---------------------------------------------|----------|---------|---------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Collagen chain trimerization                | Reactome | 0.00099 | 0.02359 | <i>Col7a1; Col28a1; Col6a1; Col16a1; Col2a1; Col17a1</i>                                                                                                                                     |
| PI3K-Akt signaling pathway                  | KEGG     | 0.00117 | 0.02523 | <i>Bdnf; Ntf3; Ddit4; Itgb7; Sgk1; Creb3l3; Nr4a1; Tnxb; Ppp2r1b; EphA2; Vegfd; Il2rg; Eif4ebp1; Col6a1; Vwf; Fgf5; Col2a1; Flt3; Gng8; Bcl2</i>                                             |
| Arachidonic acid metabolism                 | KEGG     | 0.00132 | 0.02624 | <i>Fam213b; Pla2g2d; Gpx3; Pla2g3; Plb1; Hpgds; Alox12</i>                                                                                                                                   |
| Pathways in cancer                          | KEGG     | 0.00168 | 0.02908 | <i>Rasgrp4; Nfkb1a; Nfe2l2; Flt3; Rara; Heyl; Fzd4; Zbtb16; Fas; Gadd45b; Cxcr4; Ctnna3; Dapk2; Rac2; Vegfd; Fgf5; Fzd5; Bdkrb2; Il2rg; Frat1; Stat5a; Nkx3-1; Gadd45a; Bcl2; Gng8; Hhip</i> |
| NOD-like receptor signaling pathway         | KEGG     | 0.00171 | 0.02908 | <i>Nlrp3; Nfkb1a; Gsdmd; Aim2; Txnip; Card9; Oas2; Nlrp4; Pycard; Pstpip1; Nlrp1; Bcl2</i>                                                                                                   |
| Degradation of the extracellular matrix     | Reactome | 0.00185 | 0.02934 | <i>Dcn; Ctsk; Mmp19; Tmprss6; Capn12; Optc; Mmp25; Col16a1; Col17a1</i>                                                                                                                      |
| Collagen biosynthesis and modifying enzymes | Reactome | 0.00208 | 0.02975 | <i>Col7a1; Col28a1; Col6a1; Col16a1; Col17a1; Col2a1; Adamts14</i>                                                                                                                           |
| Striated Muscle Contraction                 | Reactome | 0.00213 | 0.02975 | <i>Tnnt1; Tpm2; Des; Tnnc1; Myl1</i>                                                                                                                                                         |
| RAF-independent MAPK1/3 activation          | Reactome | 0.00287 | 0.03580 | <i>Dusp5; Dusp4; Dusp1; Dusp9</i>                                                                                                                                                            |

|                                     |          |         |         |                                                                                             |
|-------------------------------------|----------|---------|---------|---------------------------------------------------------------------------------------------|
| Histidine metabolism                | KEGG     | 0.00287 | 0.03580 | <i>Amdhd1; Aldh3b1; Cndp1; Aldh3b2</i>                                                      |
| Negative regulation of MAPK pathway | Reactome | 0.00388 | 0.04603 | <i>Dusp5; Dusp4; Ppp2r1b; Dusp1; Dusp9</i>                                                  |
| G alpha (q) signaling events        | Reactome | 0.00445 | 0.05023 | <i>Trh; Bdkrb2; Grp; Tbx2r; Qrfpr; Npffr1; Trpc6; Grpr; P2ry1; Tacr3; Nts; Gng8; Cysl1r</i> |

**Supplementary Table 8:** Expression data of M1/M2 related genes

|                       | ENSMUSG-ID             | ID             | Mean VEH-CD | Mean<br>VERCUR-CD |
|-----------------------|------------------------|----------------|-------------|-------------------|
| <b>M1<br/>Markers</b> | ENSMUSG00000018774,13  | <i>Cd68</i>    | 1,473528644 | 1,320664264       |
|                       | ENSMUSG000000075122,5  | <i>Cd80</i>    | 1,832406893 | 1,311006115       |
|                       | ENSMUSG000000022901,13 | <i>Cd86</i>    | 0,899077459 | 0,93305483        |
|                       | ENSMUSG000000066026,14 | <i>Dhrs3</i>   | 1,00557545  | 0,795328115       |
|                       | ENSMUSG000000027776,12 | <i>Il12a</i>   | 1,117674763 | 1,064354437       |
|                       | ENSMUSG000000039217,13 | <i>Il18</i>    | 1,295965825 | 1,122771174       |
|                       | ENSMUSG000000026072,12 | <i>Il1r1</i>   | 0,834421483 | 0,843618712       |
|                       | ENSMUSG000000020826,8  | <i>Nos2</i>    | 1,283880171 | 0,894695889       |
|                       | ENSMUSG000000026177,11 | <i>Slc11a1</i> | 1,003997986 | 0,840347084       |
|                       | ENSMUSG000000053113,3  | <i>Socs3</i>   | 1,281579009 | 0,980460817       |
|                       | ENSMUSG000000029304,14 | <i>Spp1</i>    | 1,006009224 | 0,858396636       |
|                       | ENSMUSG000000027995,10 | <i>Tlr2</i>    | 1,437470726 | 1,245745511       |
|                       | ENSMUSG000000039005,13 | <i>Tlr4</i>    | 1,319939917 | 0,886844411       |
| <b>M2<br/>Markers</b> | ENSMUSG000000031780,2  | <i>Ccl17</i>   | 1,046704722 | 0,772357724       |
|                       | ENSMUSG000000008845,9  | <i>Cd163</i>   | 1,053589041 | 1,216547945       |
|                       | ENSMUSG000000022661,14 | <i>Cd200</i>   | 0,985995354 | 1,056527989       |
|                       | ENSMUSG000000022667,18 | <i>Cd200r1</i> | 0,862528612 | 0,950047125       |
|                       | ENSMUSG000000003032,8  | <i>Klf4</i>    | 0,690413251 | 0,692691784       |
|                       | ENSMUSG000000026712,3  | <i>Mrc1</i>    | 0,602075189 | 1,044269317       |
|                       | ENSMUSG000000002603,15 | <i>Tgfb1</i>   | 1,049371949 | 0,967055396       |
|                       | ENSMUSG000000037820,15 | <i>Tgm2</i>    | 0,948300618 | 0,83114715        |

**Supplemental Table 9:** Statistical analysis of Expression markers**Kruskal-Wallis test of *Nlrp3***

| <b>H (ng)</b>                           | <b>P value</b>          |
|-----------------------------------------|-------------------------|
| H (3) = 7.200                           | 0.0036                  |
| <b>Dunn's multiple comparisons test</b> | <b>Adjusted P Value</b> |
| WT-VEH vs. CD-VEH                       | 0,0146                  |
| WT-VEH vs. CD-VERCUR                    | 0,3594                  |

**Kruskal-Wallis test of *Pycard***

| <b>H (ng)</b>                           | <b>P value</b>          |
|-----------------------------------------|-------------------------|
| H (3) = 6.489                           | 0.0107                  |
| <b>Dunn's multiple comparisons test</b> | <b>Adjusted P Value</b> |
| WT-VEH vs. CD-VEH                       | 0,0225                  |
| WT-VEH vs. CD-VERCUR                    | 0,5934                  |

**Kruskal-Wallis test of *Aim2***

| <b>H (ng)</b>                           | <b>P value</b>          |
|-----------------------------------------|-------------------------|
| H (3) = 6.489                           | 0.0107                  |
| <b>Dunn's multiple comparisons test</b> | <b>Adjusted P Value</b> |
| WT-VEH vs. CD-VEH                       | 0,0225                  |
| WT-VEH vs. CD-VERCUR                    | 0,5934                  |

**Kruskal-Wallis test of *Cacng6***

| <b>H (ng)</b>                           | <b>P value</b>          |
|-----------------------------------------|-------------------------|
| H (3) = 7.200                           | 0.0036                  |
| <b>Dunn's multiple comparisons test</b> | <b>Adjusted P Value</b> |
| WT-VEH vs. CD-VEH                       | 0,0146                  |
| WT-VEH vs. CD-VERCUR                    | 0,3594                  |

**Kruskal-Wallis test of *Nfe2l2***

| <b>H (ng)</b>                           | <b>P value</b>          |
|-----------------------------------------|-------------------------|
| H (3) = 6.489                           | 0.0107                  |
| <b>Dunn's multiple comparisons test</b> | <b>Adjusted P Value</b> |
| WT-VEH vs. CD-VEH                       | 0,0225                  |
| WT-VEH vs. CD-VERCUR                    | 0,5934                  |

**Two-way ANOVA of BDNF**

| <b>Source of Variation</b>                    | <b>F (DFn, DFd)</b>     | <b>P value</b> |
|-----------------------------------------------|-------------------------|----------------|
| Interaction                                   | F (1, 14) = 10.34       | 0.0062         |
| Treatment                                     | F (1, 14) = 15.24       | 0.0016         |
| Genotype                                      | F (1, 14) = 11.92       | 0.0039         |
| <b>Bonferroni's multiple comparisons test</b> | <b>Adjusted P Value</b> |                |
| WT-VEH vs CD-VEH                              | 0.0029                  |                |

|                     |         |
|---------------------|---------|
| WT-VEH vs CD-VERCUR | >0.9999 |
| WT-VEH vs WT-VERCUR | >0.9999 |
| CD-VEH vs CD-VERCUR | 0.0007  |

---

**Two-way ANOVA of pAKT**

| <b>Source of Variation</b>                    | <b>F (DFn, DFd)</b>     | <b>P value</b> |
|-----------------------------------------------|-------------------------|----------------|
| Interaction                                   | F (1, 14) = 11.04       | 0.0050         |
| Treatment                                     | F (1, 14) = 11.35       | 0.0046         |
| Genotype                                      | F (1, 14) = 17.07       | 0.0010         |
| <b>Bonferroni's multiple comparisons test</b> | <b>Adjusted P Value</b> |                |
| WT-VEH vs CD-VEH                              | 0.0011                  |                |
| WT-VEH vs CD-VERCUR                           | >0.9999                 |                |
| WT-VEH vs WT-VERCUR                           | >0.9999                 |                |
| CD-VEH vs CD-VERCUR                           | 0.0012                  |                |

---

How the deposited data were processed for this re-analysis (not part of the article)

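The cortex of 12 mice was sequenced by the authors, 3 in each of the groups VEH-WT, VEH-CD, VERCUR-WT and VERCUR-CD. Each mouse was assigned to its group from the sample labels and the paper, and each column of the table of normalized counts from the name it shares with 1 label. The labels call the control mice untreated where the paper gives them vehicle.

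The authors aligned paired-end reads to GRCm38 with STAR 2.5.3a, counted reads per gene, divided the counts by 1 factor per sample and deposited these normalized counts for each mouse. The paper's text does not name the counting program, the annotation release or the normalization. The deposited values are therefore not raw counts. In each sample, 100% of the low values were whole multiples of 1 step, and the number of reads counted, from 40290000 to 56480000 per mouse, follows from that step. These steps were used to describe depth, and every test was run on the normalized counts. The authors also deposited 2 tables of expression relative to VEH-WT, for their top 100 DEGs and for the genes they call recovered, in which single mice are left out for some genes. The mice in those tables were not matched to columns of the table of normalized counts, and only totals over the tables were taken. The second of these tables holds 296 genes, fewer than the share of 53.6% the paper gives of its 737 DEGs, so no overlap with it was tested.

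limma 3.58.1 in R 4.3.3 was fitted to log2(normalized count + 1), with a pseudocount of 1, over the 17111 genes with a mean normalized count of at least 10. All 12 samples entered one fit with 4 group means and an intensity trend in the empirical Bayes step, and contrasts were taken from it. The p values were two-sided and adjusted with the Benjamini-Hochberg method over the genes tested in each comparison. A DEG had an adjusted p under 0.05 and a fold change over 1.25 or under 0.75. The interaction of genotype and treatment used the adjusted p alone. A DEG of VEH-CD against VEH-WT was called recovered when it was not a DEG of VERCUR-CD against VEH-WT, and shares are given with Wilson 95% intervals. The sets of Reactome were tested with limma's fry, and Fisher's exact test on the DEGs was also run, where too few DEGs were called for it to decide.

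limma's fry tested 21 lists of genes, adjusted with the Benjamini-Hochberg method within each comparison. Of these, 12 were lists of marker genes (immediate early genes, glucocorticoid-responsive genes, microglia, activated microglia, astrocytes, oligodendrocytes, endothelial cells, meningeal fibroblasts, choroid plexus, striatal neurons, red blood cells and interferon-responsive genes) and 9 came from the paper's tables. The Kruskal-Wallis test of VEH-WT, VEH-CD and VERCUR-CD was enumerated exactly over 1680 partitions. With 3 mice against 3, an exact two-sided permutation test cannot go below p = 0.1, so none is given for single genes. Positions are those of the GENCODE M21 annotation of GRCm38, in which 17181 of the genes were found, and 19 symbols are listed for more than 1 gene.

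The genes reported are those that the paper's results, its Table 2, Supplementary Figure 2 and Supplementary Tables 6 and 8 name (from the tables, the highest and lowest are named), Aif1, Tgfb1 and Bdnf, whose proteins the paper measured, and, for each comparison, the 5 DEGs of largest change whose groups do not overlap. Genes outside this rule that are named as members of a small count were chosen after their values were seen. The limma tests, the lists, this rule and the alternatives were set before the data were examined. The Kruskal-Wallis test, taken from the paper's supplement, was added after the values of these genes had been seen. limma's fry was run both without and with the intensity trend before the version with the trend, which the alternatives imply, was taken as the one reported. The extracellular matrix list falls on either side of the threshold in these versions. The alternatives were pseudocounts of 0.1 and 5, no filter and a mean of at least 50, quantile normalization and centring on the median log2 ratio, only genes with a CV under 20% in every group, removal of the value farthest from the median in each group with a CV of 20% or more, a fit of only the groups compared, no intensity trend, sample quality weights, the replicate number as a block, other DEG thresholds, other definitions of recovery, and leaving out each mouse in turn. Weights estimated gene by gene were added after the data were seen, because the default estimation did not converge.

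The test was checked on simulated data of 17111 genes with 200 changed. Of these, 133 were changed by at least 1 and 67 by 0.6 on the log2 scale. It called 157 (78.5%), and 4.27% of its 164 calls were unchanged genes. The counts of DEGs were set against every split of the 6 samples compared and against 100 simulated data sets of each of 2 kinds. In the first, errors were drawn gene by gene. In the second, which was added after results of the first had been seen, the real residuals of whole samples were put in a new order. Within groups, log2 values had correlations across genes from 0.986 to 0.994. The 10 genes with most reads held from 4.55 to 6.27% of a sample's total, and mitochondrial genes from 3.09 to 4.62%. No sequencing batch is named in the labels or the paper, so none was tested. Cst7, Itgax, Il1b, Tnf and Otx2 were not analysed here.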

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

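The tests of the gene beside Trim50 and of the chromosomes of the 8 genes below were chosen only after these results had been seen.

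Trim50 is not among the genes the paper discusses, and its RNA was present in CD mice and nearly absent in WT mice. It was listed at 0 in each VEH-WT mouse and in 2 of the 3 VERCUR-WT mice, with 1.85 normalized counts in VERCUR-WT 2. Its mean was 257.4 in VEH-CD, and the VERCUR-CD mice had 275.7, 280.6 and 253.1 normalized counts. The gene lies beyond the Fzd9 end of the WBSCR genes on chromosome 5. A change over the whole neighbourhood is argued against by Nsun5, the next gene beyond Trim50, whose log2 fold change was 0.058 in VEH-CD against VEH-WT (standard error 0.103, adjusted p = 0.85, limma with Benjamini-Hochberg adjustment). Reads shared with another gene of the family could not be excluded. Of 44 other Trim genes, 11 were lower in both CD groups, and 1, Trim9, fell by at least as many normalized counts as Trim50 rose. Trim9 fell by 1783 normalized counts in VEH-CD and fell by 1529 in VERCUR-CD, with a VEH-WT mean of 14560 (SD 787, n = 3), and passed no threshold (adjusted p = 0.502 and 1, limma with Benjamini-Hochberg adjustment), so its spread is too large to decide. An effect of the deletion's end on Trim50 stays open and was not tested, since no reads were analysed here.

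Outside the deletion, 8 genes were DEGs between CD and WT mice both without and with the co-treatment, in comparisons that share no sample, and each changed in the same direction in both. Trim50, Git1, Zfp180 and Dmgdh were higher in CD mice, and Ighg2c, Gm5784, Gm14295 and Gm45351 were lower. Git1, on chromosome 11, had means of 29950 normalized counts in VEH-WT, 42560 in VEH-CD, 30050 in VERCUR-WT and 41360 in VERCUR-CD. Zfp180, on chromosome 7, had means of 3452, 4739, 3195 and 4780 in these groups, and Ighg2c, on chromosome 12, had 265.3, 126.8, 234.8 and 89.8. Position beside the deletion is argued against for the set, since 1 of the 8 genes, Trim50, lies on chromosome 5. Genes other than Trim50, Gm45351, Gm5784 and Dmgdh were chosen for mention after their values were seen. An effect of the deletion on these genes stays open, as does a difference in genetic background between CD and WT mice. Neither was tested.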

How the results depend on the processing

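The weights estimated gene by gene were added after the default weights had been seen, and the simulations with reordered residuals after the first simulations. The WBSCR genes past the threshold in VEH-CD numbered from 16 to 18 over all the settings run, each gene lower. Counts of DEGs and the recovered share depended far more on the setting. Unless another reason is given, the cause was not tested.

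Pseudocounts of 0.1 and 5 gave 44 and 45 DEGs between VEH-CD and VEH-WT, no filter 44, a mean of at least 50 gave 43, and an adjusted p alone or a symmetric fold change threshold 44 each. With only genes whose CV was under 20% in every group, 11295 genes were tested, 81 were DEGs (21 higher, 60 lower) and 60.5% were recovered.

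After removal of single values, DEGs numbered 839 in VEH-CD against VEH-WT (451 higher, 388 lower, 41 of them shared with the 44), 627 in VERCUR-CD against VEH-WT, 227 in VERCUR-CD against VEH-CD, 472 in VERCUR-WT against VEH-WT, 403 in VERCUR-CD against VERCUR-WT and 436 in the interaction, and 64% were recovered. The removal narrows the spread within groups by construction. In simulated groups with no difference it gave a median of 359 DEGs with errors drawn gene by gene (from 301 to 428) and of 322 with real residuals in a new order (from 27 to 1300), where without the removal the median was 0 in both. The observed count of 839 was reached in 0 and 6 of 100 simulations, so the narrower spread may account for part of the calls. Other splits of the same 6 mice gave from 260 to 747 DEGs after the removal, and 1 of the 10 splits, the real one, gave as many as 839. The removal reversed Nos2 in VERCUR-CD against VEH-WT (-0.121 on the log2 scale) and Cacng6 in VERCUR-CD against VEH-CD (-0.16).

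Sample quality weights gave 354 DEGs in VEH-CD against VEH-WT (43 shared with the 44), 1382 in VERCUR-CD against VEH-WT, 1015 in VERCUR-CD against VEH-CD, 299 in VERCUR-CD against VERCUR-WT and 18 in the interaction, with 52.3% recovered. Their estimation did not converge and gave VERCUR-CD 3 a weight of 24.4. Of the 10 splits of the 6 mice, 3 gave as many DEGs as 354 with weights of their own. Aim2 in VERCUR-CD against VEH-WT reversed (-0.069). The extracellular matrix list passed the threshold (median 0.232, adjusted p = 0.024, limma's fry with Benjamini-Hochberg adjustment), and 9 lists passed in VERCUR-CD against VEH-WT, 2 in VERCUR-CD against VEH-CD (extracellular matrix and WBSCR) and 3 in the interaction (immediate early genes, MAPK and extracellular matrix). Weights estimated gene by gene gave 349, 140, 6 and 46 DEGs in the first 4 of these comparisons, 77.4% recovered, Aim2 at -0.032, the matrix list at 0.247 (adjusted p = 0.0313, limma's fry with Benjamini-Hochberg adjustment) and the same 2 lists in VERCUR-CD against VEH-CD. With them, 1 list passed in VERCUR-CD against VEH-WT, and the interaction gave 0 DEGs and 0 lists.

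An unadjusted p under 0.05 gave 801, 600, 284, 406 and 343 DEGs in VEH-CD against VEH-WT, VERCUR-CD against VEH-WT, VERCUR-CD against VEH-CD, VERCUR-WT against VEH-WT and VERCUR-CD against VERCUR-WT, 1035 genes in the interaction and 60.4% recovered. Without the intensity trend 13.3% were recovered, and the matrix list passed (median 0.219, adjusted p = 0.032, limma's fry with Benjamini-Hochberg adjustment). Recovery that also required a difference from VEH-CD gave 0%, and a VERCUR-CD mean within 0.75 to 1.25 of VEH-WT gave 15.9%.

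Quantile normalization and centring moved the median of all genes by -0.0317 to 0.0237 on the log2 scale. Quantile normalization reversed Ccl17 in VEH-CD (-0.055) and, in VERCUR-CD against VEH-WT, Nfe2l2 (0.008) and Nos2 (-0.016), and took the MAPK list to -0.346 (adjusted p = 0.0556, limma's fry with Benjamini-Hochberg adjustment). Centring put Nfe2l2 at 0.001. A fit of only the groups compared left 1 list past the threshold in VEH-CD against VEH-WT, with medians of -1.011 for the immediate early genes and -0.356 for the MAPK list (adjusted p = 0.135 each, limma's fry with Benjamini-Hochberg adjustment), and 2 lists in VERCUR-CD against VERCUR-WT.

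The replicate numbers do not pair the mice: of 18 same-numbered pairs, 4 had a correlation of deviations over 0.1, and correlations ran from -0.347 to 0.267. With the replicate block, 40 genes were DEGs between VEH-CD and VEH-WT, 30% were recovered, the MAPK list was at -0.356 (adjusted p = 0.0673, limma's fry with Benjamini-Hochberg adjustment) 3 lists passed in VERCUR-CD against VEH-WT, and the NF-kappa B list passed in VEH-CD against VEH-WT (-0.202, adjusted p = 0.0404, limma's fry with Benjamini-Hochberg adjustment).

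With each mouse left out in turn, DEGs ran from 24 to 47 in VEH-CD against VEH-WT, from 0 to 2 in VERCUR-CD against VEH-CD (2 without VERCUR-CD 2), from 0 to 3 in VERCUR-WT against VEH-WT (3 without VERCUR-WT 3), from 24 to 39 in VERCUR-CD against VEH-WT and from 23 to 28 in VERCUR-CD against VERCUR-WT, and stayed at 0 in the interaction. The recovered share ran from 8.33 to 53.5%. From 1 to 5 lists passed in VEH-CD against VEH-WT. The immediate early genes ran from -1.129 to -0.809 and missed the threshold without VEH-WT 3, VEH-CD 1 or VEH-CD 3. The MAPK list ran from -0.406 to -0.34 and passed without VEH-WT 1 alone. The matrix list ran from 0.121 to 0.371 and passed without VEH-WT 2 alone. The inflammasome list passed without VEH-CD 2 alone, and the NF-kappa B and glucocorticoid lists without VEH-WT 1 alone. On the log2 scale in VEH-CD against VEH-WT, Ccl17 ran from -0.12 to 0.233, Nos2 from -0.278 to 0.044 and Tgfb1 from -0.014 to 0.151. In VERCUR-CD against VEH-WT, Mrc1 ran from -0.521 to 0.011, Nfe2l2 from -0.077 to 0.098, Nos2 from -0.121 to 0.176 and Socs3 from -0.14 to 0.144. Cacng6 in VERCUR-CD against VEH-CD ran from -0.16 to 0.124.

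Over the single genes named, the other settings gave 41 results newly past the threshold, 7 no longer past it, 8 reversed and 1095 the same, and leaving out mice gave 2, 18, 16 and 534. The alternatives with edgeR and DESeq2 were not run. Genes near the floor, such as Nlrc4, have few reads per mouse, which limits their log2 fold changes.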

Differences from the paper's values

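The Kruskal-Wallis comparison was chosen only after the values had been seen. Alternatives named here were set before the data were examined unless stated otherwise.

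The paper gives 737 DEGs between VEH-CD and VEH-WT, 424 higher and 313 lower. Here there were 44, 9 higher and 35 lower. Removal of single values (839, 451 and 388) and an unadjusted p (801, 440 and 361) came within 1.5 times the paper's counts, and the other 19 of 21 alternatives did not. The paper's recovered share is 53.6%, against 31.8% here. The alternatives that came within 1.5 times of it were genes with a CV under 20% (60.5%), removal (64%), only the groups compared (44.4%), sample quality weights (52.3%), an unadjusted p (60.4%) and leaving out VEH-CD 2 (36.2%), VERCUR-CD 1 (37.2%), VERCUR-CD 2 (53.5%) or VERCUR-CD 3 (37.8%), and the other 17 of 26 did not. Weights estimated gene by gene, chosen after seeing the values, gave 77.4%.

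Of the paper's expression ratios to VEH-WT, 197 were compared in each CD group, those of the supplement by their Ensembl identifiers. The median difference was 13.1% in VEH-CD and 10.4% in VERCUR-CD, and 1.25% and 0.93% after removal of single values. In all, 19 ratios of 14 genes lay more than 1.5 times above or below the paper's value. Of these, 17 came within 1.5 times of it after the removal. Of the 197 ratios, 191 in VEH-CD and 175 in VERCUR-CD lay on the same side of 1 as the paper's.

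In VEH-CD the paper's ratios and those found here were 4.891 and 2.493 for Ccr1, 3.34 and 1.864 for Meox1, 2.98 and 1.848 for Prss30, 2.79 and 1.79 for Glis1, 2.40 and 1.591 for Abra, 2.19 and 1.437 for Gm9767, 2.13 and 1.058 for Wdr86, 2.11 and 1.407 for Sdcbp2, 2.03 and 1.099 for Sytl1 (named Syt11 in the supplement, with the identifier of Sytl1), 1.88 and 1.054 for Slamf8, and 1.32 and 0.7883 for Tlr4. Removal of single values closed each of these 11. So did leaving out VEH-WT 1 for Meox1, Glis1, Abra, Gm9767, Wdr86, Sdcbp2 and Slamf8, VEH-WT 2 for Ccr1, Prss30 and Sytl1, VEH-WT 3 for Tlr4, VEH-CD 1 for Ccr1, Gm9767 and Sdcbp2, and VEH-CD 2 for Prss30, Glis1, Abra, Sytl1 and Slamf8. The paper's 1.28 for Socs3 stood against 0.8025, and none of the 9 alternatives closed the gap.

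In VERCUR-CD the paper's ratios and those found here were 1.221 and 0.7153 for Adamts14, 2.25 and 1.43 for Meox1, 3.53 and 1.811 for Prss30, 2.35 and 1.265 for Wdr86, 1.49 and 0.9344 for Sytl1 and 1.81 and 1.056 for Slamf8, each closed by the removal. Leaving out VEH-WT 1 closed Meox1, Wdr86 and Slamf8, VEH-WT 2 Adamts14, Prss30 and Sytl1, VERCUR-CD 2 Sytl1, and VERCUR-CD 3 Adamts14, Meox1 and Slamf8. The paper's 1.887 for Card14, here 1.121, was closed without VEH-WT 3 or VERCUR-CD 3 and not by the removal.

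The Kruskal-Wallis test in the paper gave p = 0.0107 for Pycard, against an exact p of 0.08571 here. For Aim2 the paper has H = 6.489 and p = 0.0107, here H = 1.867 and exact p = 0.4393. For Nfe2l2 it has H = 6.489 and p = 0.0107, here H = 2.489 and exact p = 0.3393. For Cacng6 it has H = 7.2 and p = 0.0036, here H = 3.822 and exact p = 0.1679. After the removal H for Cacng6 was 5.357, within 1.5 times of the paper's value. That H rests on fewer mice and on values chosen within each group, so it cannot be set against the paper's, and no p is given. The remaining gaps were closed by none of the 3 alternatives.

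The paper states that Nos2 and Socs3 are upregulated in VEH-CD, and here both lay below VEH-WT. It reports Il18 as upregulated, Nfe2l2 as reduced and Pycard, Aim2 and Cacng6 as altered in VEH-CD and normalized by the co-treatment. Here none of these passed the threshold, and the means of Pycard, Cacng6 and Il18 lay no closer to VEH-WT in VERCUR-CD. The paper finds inflammasome genes altered most, and here neither Reactome's inflammasome set nor the inflammasome list passed in limma's fry with all mice. Its largest fold change is 4.89 and here it is 3.78, leaving out Trim50, which has no fold against a group at 0.

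Some settings called what the paper calls and the reported test does not. In VEH-CD against VEH-WT, removal did so for Nlrp3 (adjusted p = 0.0144), Cacng6 (0.0154), Mrc1 (0.0143), Ifi203 (9.91e-05), Lat2 (0.0432) and Mlxipl (0.00495), sample quality weights for Nr4a1 (0.0371), Ifi203 (0.0137) and Mlxipl (0.0462), and a pseudocount of 5 for Ifi203 (0.0401), all limma with Benjamini-Hochberg adjustment. Weights estimated gene by gene, chosen after seeing the data, did so for Nr4a1 (0.0356) and Ifi203 (0.0173, limma, Benjamini-Hochberg). The paper also reports Cd68, Cd80 and Tlr2 as higher and Klf4 as lower in VERCUR-CD than in VEH-WT. Removal called Cd68 (0.0473), Tlr2 (0.0458) and Klf4 (0.0232), and sample quality weights called Cd68 (0.00369), Cd80 (0.0179), Tlr2 (0.0183) and Klf4 (0.00221), as did the weights estimated gene by gene for Klf4 (0.0338, limma, Benjamini-Hochberg). In the same comparison sample quality weights also called Pycard (0.00293), Cacng6 (0.00797), Il18 (0.0296) and Mrc1 (0.0195, limma, Benjamini-Hochberg), which the paper reports as normalized there. Of these, the weights estimated gene by gene called Pycard alone (0.0436, limma, Benjamini-Hochberg).

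For lists of genes, tested with limma's fry and Benjamini-Hochberg adjustment, the inflammasome list passed in VEH-CD against VEH-WT without VEH-CD 2 (adjusted p = 0.0368), the NF-kappa B list without VEH-WT 1 (0.0352) and with the replicate block (0.0404), and the matrix list without the intensity trend (0.032), with sample quality weights (0.024) and without VEH-WT 2 (0.0308). Between VERCUR-CD and VEH-CD the matrix list passed with sample quality weights (adjusted p = 0.00403, limma's fry with Benjamini-Hochberg adjustment). Weights estimated gene by gene, chosen after seeing the data, gave it 0.0313 in the first of these comparisons and 0.0491 in the second (limma's fry, Benjamini-Hochberg).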

Other observations

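The tests of the immediate early genes and that of the shared VEH-WT samples were chosen only after the results had been seen, as were all simulations with real residuals in a new order.

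Of the 10 splits of the samples compared into 3 and 3, 1, the real one, gave as many DEGs in VEH-CD against VEH-WT (44), VERCUR-CD against VEH-WT (34) and VERCUR-CD against VERCUR-WT (25). The other splits gave at most 1. For the gene lists in VEH-CD against VEH-WT, 1 of 10 gave as many as 3, and the others gave up to 2. A design of 3 against 3 gives no share of splits under 0.1, so these counts cannot be told apart from chance by splits alone. In simulations with no difference, 44 DEGs were reached in 0 of 100 with errors drawn gene by gene and in 1 of 100 with real residuals in a new order. VERCUR-CD against VEH-CD, VERCUR-WT against VEH-WT and the interaction gave 0 DEGs. In these, 605, 893 and 1035 genes had an unadjusted p under 0.05, where 856 would by chance. Every split reaches a count of 0, so the 10 of 10 splits as large in the first 2 and the 100 of 100 drawn in the interaction say nothing.

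A share of recovered DEGs arises with no effect of treatment, since the DEGs are selected on the VEH-CD mice. Simulated data without a treatment effect, with genotype effects as estimated for all genes between the 6 CD and the 6 WT mice, gave a mean share of 39.6% with errors drawn gene by gene and 24% with real residuals in a new order, and 86 and 25 of 100 reached the observed 31.8%. With effects only for the 65 genes with an adjusted p under 0.05 in that comparison of all CD with all WT mice (limma, Benjamini-Hochberg) the means were 14.1 and 11.2%, and 0 and 2 of 100 reached it. After removal of single values, where the observed share was 64%, the same simulations gave higher means. With effects for all genes they were 52.6 and 56.1%, and 0 and 24 of 100 reached 64%. With effects only for the 65 genes they were 64.8 and 62.9%, and 61 and 39 of 100 reached it. Which of these sets of genotype effects is closer to the real one is not known, so selection and an effect of the treatment cannot be told apart.

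Across 17091 genes, which are not independent replicates, the log2 fold changes of VEH-CD and VERCUR-CD against VEH-WT had a correlation of 0.623. Both use the same VEH-WT mice, and simulated groups with no difference gave a mean of 0.503 with errors drawn gene by gene and 0.497 with real residuals in a new order. The observed value was reached in 0 and 27 of 100, so the shared mice may account for most of it.

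The 23 immediate early genes were all lower in VEH-CD than in VEH-WT (median log2 fold change -1.01, adjusted p = 0.0196, limma's fry with Benjamini-Hochberg adjustment), with 16 past the threshold adjusted over the list alone and 2 over all genes. The list missed the threshold without VEH-WT 3, VEH-CD 1 or VEH-CD 3. Relative to VEH-WT the list's medians in single mice were -0.292, 0.388 and 0.006 in VEH-WT, -1.436, -0.756 and -0.91 in VEH-CD, -0.553, -0.911 and -0.427 in VERCUR-WT and -0.573, -0.884 and -0.767 in VERCUR-CD. A shift of all genes alike by the scaling between samples is argued against, since the difference between the list's median and that of the other 17088 genes tested, which 1 factor per sample leaves unchanged, was -1.009. A higher level in the VEH-WT mice alone could also give this pattern: VERCUR-WT lay lower too (median -0.678, adjusted p = 0.18), VERCUR-CD against VERCUR-WT had a median of -0.009 (adjusted p = 0.981), and the interaction had one of 0.921 (adjusted p = 0.127, limma's fry with Benjamini-Hochberg adjustment). None of these passed the threshold, except that the interaction did with sample quality weights (median 0.8, adjusted p = 0.0474, limma's fry with Benjamini-Hochberg adjustment), whose estimation did not converge, so this and an effect of genotype cannot be told apart. With weights estimated gene by gene, the interaction of this list did not pass. Handling of the mice and the time of dissection were not analysed here.

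The other marker lists passed no threshold in VEH-CD against VEH-WT. Adjusted p values from limma's fry with Benjamini-Hochberg adjustment and median log2 fold changes were 0.164 and -0.43 for glucocorticoid-responsive genes (7 past the threshold adjusted over the list alone, and past it as a list without VEH-WT 1, with 0.0385), 0.369 and 0.11 for microglia, 0.296 and 0.15 for activated microglia (9 of 14 tested), 0.929 and -0.02 for astrocytes, 0.818 and -0.16 for oligodendrocytes, 0.929 and 0.00 for endothelial cells, 0.765 and -0.14 for meningeal fibroblasts, 0.288 and -0.27 for choroid plexus, 0.968 and 0.03 for striatal neurons, 0.369 and 0.36 for red blood cells, and 0.605 and 0.15 for interferon-responsive genes. The NOD-like receptor genes of Table 2 had 0.288 and 0.26. The striatal markers varied between mice of one group, from -1.531 to 1.004 in VERCUR-WT, and no cause was tested. Aif1 had a log2 fold change of 0.33 (standard error 0.15, adjusted p = 0.425, limma with Benjamini-Hochberg adjustment).

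The noncoding RNA Bc1, on chromosome 7 from 144914470 to 144914637, had 4563.99, 2202.38 and 2832.27 normalized counts in the VERCUR-CD mice, against means of 605.3 in VEH-WT, 729.5 in VEH-CD and 987.9 in VERCUR-WT. It was a DEG of VERCUR-CD against VEH-WT (log2 fold change 2.43, standard error 0.29, adjusted p = 0.0014) and not against VEH-CD (2.07, adjusted p = 0.159) or VERCUR-WT (1.63, adjusted p = 0.0543, limma with Benjamini-Hochberg adjustment). Gm14419, on chromosome 2 from 177000956 to 177012787, had means of 270.6 in VEH-WT, 135.4 in VEH-CD, 277.7 in VERCUR-WT and 96.27 in VERCUR-CD, with a log2 fold change of -1.57 in VERCUR-CD against VERCUR-WT (standard error 0.24, adjusted p = 0.0131, limma with Benjamini-Hochberg adjustment). Its call was lost in 5 of the 6 fits that each left out 1 mouse and held without VERCUR-CD 2. Gm14295, Gm14403 and Gm14419 are predicted genes of chromosome 2, and how reads were divided between them in counting is not known. No explanation was tested for Bc1 or Gm14419.

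The authors' deposited table of recovered genes holds 296 genes, of which 168 had at least 1 mouse left out. In the authors' deposited table, 251 of the 888 groups of 3 mice (28.3%) had a mouse left out. Of 248 such groups found among the normalized counts, 233 had a CV of 20% or more over all 3 mice, against 15 of 634 groups with all mice kept.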
